# Noncanonical association of EZH2 with E2F1 promotes tumor proliferation through chromatin remodeling

**DOI:** 10.1038/s12276-025-01603-0

**Published:** 2025-12-19

**Authors:** Mijoung Yoo, Hyeonji Lee, Hyorim Park, Byunghee Kang, Hyo-Min Kim, Tae-Kyung Kim, Tae-Young Roh

**Keywords:** Epigenomics, Gene regulation

## Abstract

Enhancer of zeste homolog 2 (EZH2), the catalytic subunit of the polycomb repressive complex 2 (PRC2), which mediates transcriptional repression through histone H3 lysine 27 trimethylation (H3K27me3), is highly expressed in aggressive triple-negative breast cancer (TNBC). However, despite the elevated EZH2 expression, H3K27me3 levels remain unexpectedly low, suggesting a potential noncanonical role for EZH2 in TNBC. Here we demonstrate that EZH2 directly binds to the transcription factor E2F1, and this interaction is critical for modulating chromatin accessibility by disrupting H3K27me3 deposition. This noncanonical function of EZH2, which operates independently of its methyltransferase activity, is linked to enhanced tumor cell proliferation and inhibition of apoptosis. Our findings reveal that EZH2 functions in a chromatin context-dependent manner by cooperating with E2F1 in TNBC, highlighting that the EZH2–E2F1 interaction, independent of PRC2, plays a key role in remodeling chromatin structure and facilitating TNBC proliferation.

## EZH2–E2F1 interaction drives triple-negative breast cancer growth

Breast cancer is a leading cancer type in women, with triple-negative breast cancer (TNBC) being particularly aggressive and hard to treat. This study addresses the role of a protein called EZH2 in TNBC, which is known for its involvement in gene regulation. Here researchers explored how EZH2 functions beyond its usual role in a complex called PRC2. The study used various laboratory techniques to investigate how EZH2 interacts with another protein, E2F1, in TNBC cells. They found that EZH2 and E2F1 work together to regulate the cell cycle and prevent cell death, which helps cancer cells grow. The results showed that EZH2 has a unique function in TNBC that does not rely on its typical role in PRC2. This discovery suggests new ways to target TNBC by disrupting the interaction between EZH2 and E2F1.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Breast cancer is the most common cancer in women, accounting for approximately 31% of diagnosed cancer, and its incidence has been steadily increasing by approximately 0.5% annually worldwide^1^. It is typically classified according to the expression levels of estrogen receptor (ER), progesterone receptor (PR) and human epidermal growth factor receptor 2 (HER2)^2^. Each class of breast cancer has distinct genetic and epigenetic abnormalities, such as somatic mutations and DNA methylation^3,4^. Therefore, comprehensive investigations on breast cancer have been conducted to dissect its heterogeneous landscape and underlying key biological mechanisms. In particular, triple-negative breast cancer (TNBC; ER, PR and HER negative (ER^−^PR^−^HER^−^)), a highly aggressive breast cancer subtype lacking ER, PR and HER2, is difficult to treat owing to the absence of these receptors^5^. TNBC exhibits high cellular heterogeneity, with certain subtypes having cancer stem cell-like characteristics that contribute to aggressive tendencies and drug resistance. In addition, the tumor microenvironment of TNBC is highly diverse, which further promotes tumor progression and metastasis^6^. Given the poor prognosis, high rate of drug resistance and limited treatment options for TNBC, epigenetic reprogramming has been recognized as a critical driver of tumorigenesis^7^. Aberrant epigenetic modifications such as histone modifications, DNA methylation and chromatin remodeling contribute to the deregulation of oncogenes and tumor suppressor genes. Consequently, the exploration of epigenetic alterations in cancer has garnered considerable attention, opening new avenues for targeted therapies. The development of epigenetic therapies, or epi-drugs such as DNA methyltransferase inhibitors and histone deacetylase inhibitors, aims to reverse these epigenetic aberrations, offering potential new treatment strategies for TNBC and other malignancies^8^.

EZH2, a catalytic subunit of polycomb repressive complex 2 (PRC2), mediates the trimethylation of histone H3 at lysine 27 (H3K27me3) for transcriptional repression, which is regarded as the canonical function^9,10^. PRC2 also functions as an epigenetic regulator or a histone modifier across various tissues and during developmental processes, primarily responsible for the precise repression of gene expression^11,12^. Aberrant activation of PRC2 facilitates tumor progression and metastasis by silencing tumor suppressor genes^13,14^, prompting the development of multiple PRC2 inhibitors for cancer therapy^15,16^. The transcription of the PRC2 target genes is controlled by growth factors through the pRB–E2F pathway which is characterized in cell proliferation and tumorigenesis^17^. However, EZH2 free from other components of PRC2 might have a noncanonical function for cancer progression^18^. In particular, TNBC, characterized by low levels of H3K27me3 despite high EZH2 expression, could be a model cancer to investigate the noncanonical functions of EZH2 owing to this unique characteristic^19^. Previous studies reported that EZH2 facilitates invasion and metastasis in TNBC by promoting the expression of matrix metalloproteinase genes (MMPs) and NF-kB target genes with RELB^20,21^ and FOXM1 (ref. ^22^). Even though activated genes by EZH2 in TNBC are closely associated with the cell cycle, the noncanonical mechanisms of EZH2 for cell cycle progression and its specific contexts remain unclear.

Here, our study elucidated the noncanonical mechanisms of EZH2 in TNBC through cellular and multiomics approaches together with molecular and cellular assays. EZH2 interacts with E2F1 at its SANT2 domain to regulate cell cycle progression through chromatin remodeling in TNBC. This interaction contributes to chromatin remodeling but does not affect PRC2 activity.

## Materials and methods

### Analysis with TCGA datasets

Transcriptome profiles from primary breast carcinoma (BRCA) datasets (*n* = 1229) were downloaded from the National Cancer Institute Genomic Data Commons Portal (https://portal.gdc.cancer.gov/). The normalized transcripts per million (TPM) values were scaled to log_10_ and displayed in a box plot to compare the differences between the two groups. The significance of differences between groups was estimated using the Mann–Whitney *U* Test after assessing data for normal distribution and homogeneity of variance. The relative protein levels were quantified using data from the The Cancer Genome Atlas (TCGA) Breast Cancer Proteomics Study (PDC000173) (*n* = 105) in the Proteomic Data Commons (PDC).

### Cell culture and drug treatment

The MDA-MB-231, MCF7, and Hs578T cell lines were obtained from the Korean Cell Line Bank. The HEK293T cell line was purchased from the American Type Culture Collection. Both cell lines were cultured in Dulbecco’s modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin at 37 °C in a humidified atmosphere with 5% CO_2_. For the drug treatment, cells were exposed to GSK126 (Tocris Bioscience, 6790) for 72 h.

### Gene knockdown

The pLKO.1-TRC cloning vector (Addgene, 10878) was used to generate the short hairpin RNA (shRNA) construct. The shRNA sequences are detailed in Supplementary Table 1. 

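The shRNA targets were located in GRCh38 by exact match and annotated with the Ensembl canonical transcripts of GENCODE v44. The shEZH2 sequence CGGCTCCTCTAACCATGTTTA matches chromosome 7 from 148815018 to 148815038 on the minus strand, in the coding sequence of exon 14 of the 20 exons of EZH2. The shE2F1 sequence CAGGATGGATATGAGATGGGA matches chromosome 20 from 33675885 to 33675905 on the minus strand, in the 3′ UTR of E2F1 in exon 7, its last. The shSUZ12 sequence GCTGACAATCAAATGAATCAT matches chromosome 17 from 31998665 to 31998685 on the plus strand, in the coding sequence of exon 16 of SUZ12, also its last. Each of these 21-base targets has 1 exact match on chromosomes 1 to 22, X and Y. The 19-base shCtrl sequence TTCTCCGAACGTGTCACGT has no exact match there.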

The construction of the shRNA was verified through DNA sequencing. For the production of lentivirus, HEK293T cells were cotransfected with the lentiviral plasmid encoding the shRNA construct and the lentiviral packaging plasmids (pMD2.G and pCMV.dR 8.74) using polyethylenimine (Polyscience, 23966). Lentiviruses were collected at 48- and 72-h post-transfection and then filtered through a 0.45-μm filter. For lentiviral transduction, 0.2 million cells were plated in a 6-well plate 1 day before transfection. Cells with approximately 70–80% confluency were transduced with the lentivirus. At 24 h after transduction, cells were selected with puromycin (2 μg/ml, Sigma-Aldrich, P8833) for 72 h.

### Protein overexpression analysis

The pCMVHA hEZH2 vector (Addgene, 24230) and the pCMVHA hE2F1 vector (Addgene, 24225) were acquired from Addgene. The *E2F1* sequence was inserted into the pCS2FLAG vector (Addgene, 16331). For transfection, cells with 70–80% confluency were transfected with 2 μg of DNA using Lipofectamine 3000 (Invitrogen, L3000001) according to the manufacturer’s instructions. After 72 h, protein expression was evaluated by western blot and further experiments were conducted.

### Mass spectrometry analysis

Immunoprecipitated samples were resolved by SDS–PAGE, and the entire gel lanes were excised and subjected to in-gel tryptic digestion. For EZH2- and E2F1-associated protein complexes, the digested peptides were analyzed with timsTOF Pro 2 (Bruker Daltonics) and Orbitrap Exploris 480 (Thermo Fisher Scientific) mass spectrometers, respectively. Peptides were identified using the UniProt database (UniProtKB/Swiss-Prot, *Homo sapiens*, Swissprot.fasta (2024_07_26), 20,436 sequences). The protein–protein interaction network was visualized using Cytoscape (v3.10.3). The identified proteins are listed in Supplementary Table 2.

### Cell proliferation assay

After 96 h of transduction, an equal number of cells (1000 cells/well) were seeded in each well of 12-well plates in triplicate. Every 24 h, living cells were stained with trypan blue and counted by Countess III automated cell counter (Invitrogen).

### Apoptosis and cell cycle analysis

Cells transduced with the lentivirus were collected at 72 h post-transduction and washed with ice-cold PBS. For the apoptosis assay, cells were stained with the FITC Annexin V Apoptosis Detection Kit with propidium iodide (PI) (BioLegend, 640914) according to the manufacturer’s instructions. For the cell cycle analysis, cells were fixed with ice-cold 70% ethanol overnight at 4 °C. Fixed cells were washed and permeabilized in PBS containing 0.25% Triton X-100 on ice for 15 min. The cells were stained with PBS containing 10 μg/ml RNase A (Thermo Scientific, EN0531) and 20 μg/ml PI (BioLegend, 640914) at room temperature in the dark for 30 min. Finally, cells were analyzed by flow cytometry.

### Immunofluorescence staining

Cells were seeded in 4-well chamber slides (SPL Life Science, 30504) and fixed with 4% paraformaldehyde (Thermo Fisher Scientific, 28906). After three washes with cold PBS, the fixed cells were incubated in PBS with 0.4% Triton X-100 at 25 °C for 30 min. Subsequently, the cells were blocked in PBS with 5% bovine serum albumin at 25 °C for 1 h followed by overnight incubation at 4 °C with the primary antibodies. The next day, the cells were washed five times with PBS for 5 min each wash and incubated with secondary antibodies at 25 °C for 1 h. The cells were washed a further five times with PBS and incubated with Hoechst 33342 (10 μg/ml in PBS) for 20 min at room temperature. Antibody information is provided in Supplementary Table 3.

### Co-IP and western blot

For co-immunoprecipitation (co-IP), the protein was isolated from cells with ice-cold IP lysis buffer (150 mM NaCl, 10 mM Tris pH 7.4, 1% Nonidet-P40 and 0.1% sodium deoxycholate) supplemented with a protease inhibitor cocktail (Roche, 11697498001) and 1 mM phenylmethylsulfonyl fluoride. The cell lysate was centrifuged at 16,000*g* for 10 min and the supernatant was precleared with prewashed Dynabead Protein G (Thermo Fisher Scientific, 10003D) for 1 h at 4 °C. The precleared protein was mixed with antibody-bound Dynabead Protein G and incubated overnight at 4 °C. The bead was washed three times with IP washing buffer (150 mM NaCl, 10 mM Tris pH 7.4, 1 mM EDTA and 1% Triton X-100). The eluted proteins were immunoblotted using the antibodies listed in Supplementary Table 3. The proteins were detected using SuperSignal West Blot Pico PLUS (Thermo Fisher Scientific, A43840).

### Histone isolation

Cells were collected and washed by ice-cold PBS. Following washing, the cell pellet was lysed with Triton extraction buffer (PBS containing 0.5% Triton X-100 (v/v), 2 mM PMSF and 0.02% (w/v) NaN_3_) for 10 min on ice. The histone was eluted in 0.2 N HCl by rotation overnight at 4 °C. Histone levels were measured by western blot.

### ChIP-seq and data analysis

Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was conducted as previously described^23,24^. Briefly, the chromatin was fragmented by sonication for transcription factor ChIP or micrococcal nuclease (MNase) (Sigma-Aldrich, N3755) for histone modification ChIP. The antibody information is provided in Supplementary Table 3. ChIP-seq libraries were prepared using the ACCEL-NGS 2S Plus DNA Library Kit (Swift Bioscience, 28096) following the manufacturer’s instructions. All sequencing libraries underwent 150-bp paired-end sequencing on an Illumina NextSeq 1000 or NovaSeq 6000 platform.

Sequencing quality was assessed by FastQC v0.11.5 (ref. ^25^) and adapter sequences were removed using cutadapt (v4.5; −e 0.2)^26^. Reads filtered by Picard and Samtools were mapped to the human genome (ensGene_108.GRCh38) using Bowtie2 (v2.5.2; -X2000 --end-to-end)^27^. Peak calling was performed by MACS2 (v2.2.9.1; -q 0.01 --broad-cutoff 0.1 with the broad option for histone peaks)^28^. Normalized ChIP-seq signals were visualized in Integrative Genomics Viewer (IGV, Broad Institute). Heat maps for ChIP-seq were generated using deeptools (v3.5.4) computeMatrix and plotHeatmap functions^29^. Differential binding regions were discovered using DESeq2 and bedtools^30,31^. The differentially binding regions were visualized in the volcano plot using R packages. Motif discovery analysis for EZH2 and E2F1 targeted regions was conducted using hypergeometric optimization of motif enrichment (HOMER)^32,33^.

### RNA-seq and data analysis

The mRNA-seq libraries were made using the NEBNext Ultra II Directional RNA Library Prep Kit (NEB, E7760S) and the mRNA Magnetic Isolation Module (NEB, E7490S).

Filtered sequencing reads were mapped to the human genome (hg38.ensGene_108) using STAR (v2.7.11a)^34^. Transcript abundance was estimated by RSEM (–estimate-rspd) and differential gene expression by DESeq2 (v1.42.0) in the R environment. The gene set enrichment analysis (GSEA) was performed using the Molecular Signatures Database (MSigDB) v7.2 and GSEA-4.3.3 with the following options: -metric Signal2Noise -permute gene set^35,36^. Gene Ontology (GO) analysis was conducted with the Enrichr web tool^37^ using the Transcriptional Regulatory Relationships Unraveled by Sentence-based Text mining (TRRSUT) databases for upstream transcription factors^38^ and the BioPlanet 2019 databases for biological processes^39^.

### ATAC-seq and data analysis

The Assay for Transposase-Accessible Chromatin (ATAC)-seq was conducted as previously described^23,40^. The DNA was purified using the DNA Clean & Concentrator-5 Kit (Zymo Research, D4003) and then amplified using the NEBNext High-Fidelity 2× PCR Master Mix (NEB, M0541S) for seven cycles. All sequencing reads were aligned to the human genome using Bowtie2 with parameters: ‘-k 4 – end-to–end’. To account for the Tn5 enzyme’s cutting position, ATAC-seq reads were shifted by +4 bp for the positive strand and −5 bp for the negative strand before peak calling. ATAC reads were normalized by counts per million.

## Results

### EZH2 shows a PRC2-independent function in TNBC

EZH2 exhibits PRC2-independent functions in TNBC and is uniquely upregulated at both the transcript and protein levels, correlating with poor prognosis. To assess the distinct characteristics of EZH2 with other PRC2 components in breast cancer, the expression levels of PRC2 components (EZH2, SUZ12, EED, EZH1, RBBP4, and RBBP7) were evaluated using TCGA datasets. All PRC2 components, except for *EED* and *EZH1*, were significantly enriched in breast tumors compared to normal tissues (Fig. 1a). While *SUZ12*, *RBBP4* and *RBBP7* were highly expressed in breast tumors, their transcription levels were either comparable to or lower in TNBC groups compared to non-TNBC groups (Fig. 1b). Consistent with transcriptomic data, EZH2 and EED proteins were more abundantly expressed in TNBC groups compared to non-TNBC samples (Fig. 1c). *EZH2* was the only gene that showed significantly elevated expression at both the transcriptional and translational levels in TNBC compared to non-TNBC subtypes, as well as in breast tumors relative to normal tissues. To determine the clinical relevance of these findings, patient survival data from TCGA were further analyzed. High *EZH2* expression was associated with poorer survival in TNBC subtypes, whereas *SUZ12* expression was not (Supplementary Fig. 1a,b).

**Fig. 1:**
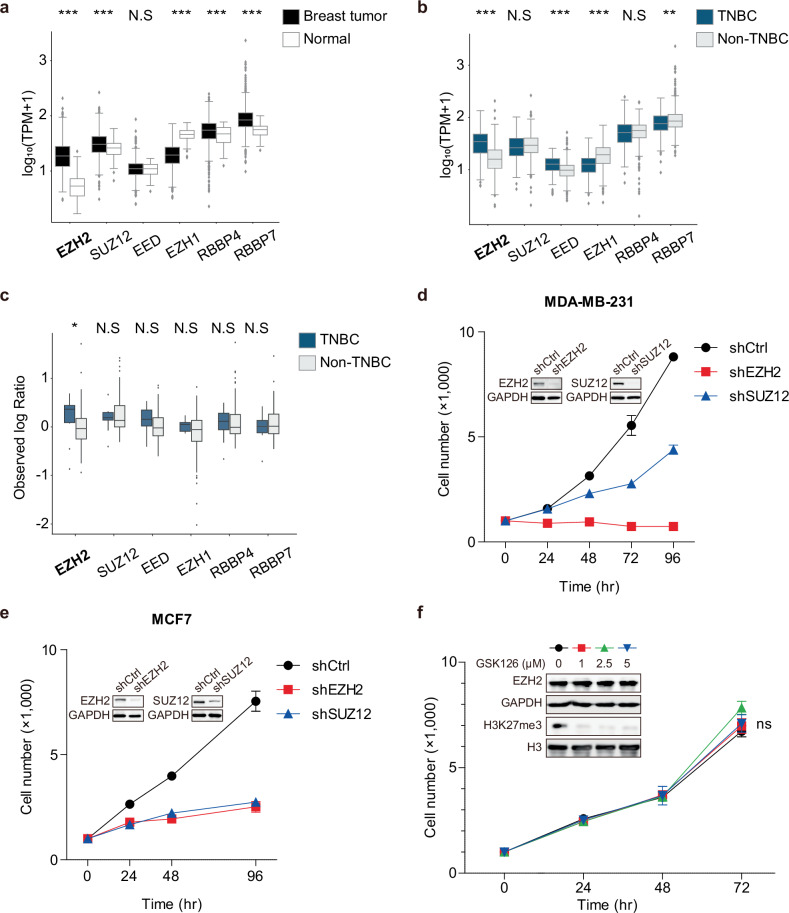
EZH2 shows a noncanonical function in TNBC. **a** The expression levels of PRC2 components in human breast tumors (*n* = 1116) and normal breast tissues (*n* = 113) from the TCGA BRCA dataset. **b** The expression of PRC2 components in TNBC (*n* = 115) and non-TNBC (*n* = 604) groups from the TCGA BRCA dataset. All data represent mean ± s.e.m.; **P ≤ 0.01, ***P ≤ 0.001, N.S., not significant. **c** The relative protein levels of PRC2 components in TNBC (*n* = 11) and non-TNBC (*n* = 94) groups using isobaric tags for relative and absolute quantitation-based quantification from the TCGA Breast Cancer Proteomics Study dataset. TNBC groups were selected based on low expression levels of ERBB2, ESR1 and PGR, defined as less than −1. To assess group differences in protein expression, the Wilcoxon rank-sum test was applied. All data represent mean ± s.e.m.; *P ≤ 0.05. **d** The effect of EZH2 or SUZ12 knockdown on the cell growth in MDA-MB-231 cells. The inset shows the protein levels of EZH2 and SUZ12. **e** The effect of EZH2 or SUZ12 knockdown on the cell growth in MCF7 cells. The inset shows the protein levels of EZH2 and SUZ12. shCtrl indicates cells transduced with a control vector. **f** The effect of GSK126 (1–5 μM) on the cell growth in MDA-MB-231 cells (*n* = 3; mean ± s.d.; unpaired two-tailed Student’s *t*-test). The inset shows the dose-dependent effect on the protein levels of EZH2 and H3K27me3.

We further explored whether EZH2 exhibits functions distinct from its canonical role as a component of PRC2 in TNBC cell proliferation. The functional roles of two major PRC2 components, EZH2 and SUZ12, were investigated in the TNBC cell lines (MDA-MB-231 and Hs578T) and ER^+^ cell line, MCF7. The knockdown of EZH2 suppressed almost completely cell growth in MDA-MB-231 and Hs578T, but that of SUZ12 showed a decreased cell growth rate (Fig. 1d and Supplementary Fig. 1c). In contrast, the knockdown of either EZH2 or SUZ12 led to a remarkable and comparable reduction in MCF7 cell proliferation (Fig. 1e). This suggests that EZH2 functions not only as a PRC2 component but also through a noncanonical mechanism for the cell proliferation of TNBC. The methyltransferase activity of EZH2 was blocked by GSK126, an inhibitor that competes for its *S*-adenosylmethionine binding site. GSK126 treatment at various concentrations dramatically reduced H3K27me3 levels but had no effect on the growth rate of TNBC cells (Fig. 1f). The inhibitor treatment effectively reduced global H3K27me3 levels without changing the expression levels of EZH2 and SUZ12 (Supplementary Fig. 1d).

### EZH2 interacts with E2F1 for the noncanonical function

To dissect the PRC2-independent function of EZH2, the enrichment profiles of EZH2 and H3K27me3 were analyzed using ChIP-seq datasets in human mammary epithelial cells (HMECs)^41^ and MDA-MB-231 cells^20,42^. The canonical (EZH2^+^/H3K27me3^+^) and noncanonical peaks (EZH2^+^/H3K27me3^−^) were classified (Fig. 2a). Only a small fraction of EZH2 target regions (292 of 5,534; 5.3%) were noncanonical peaks in HMECs, in contrast to 13,214 of 31,452 (42%) in MDA-MB-231 cells. The noncanonical peaks were mostly positioned at promoter transcription start site (TSS) regions (32.5%) and intron regions (31.5%), whereas the canonical ones belonged to intergenic (45.7%) and intron regions (40.5%) (Fig. 2b). Canonical EZH2 target genes were expressed at low levels, while noncanonical targets showed markedly higher expression, indicating a repressive chromatin state and a transcriptionally active state, respectively (Fig. 2c).

**Fig. 2:**
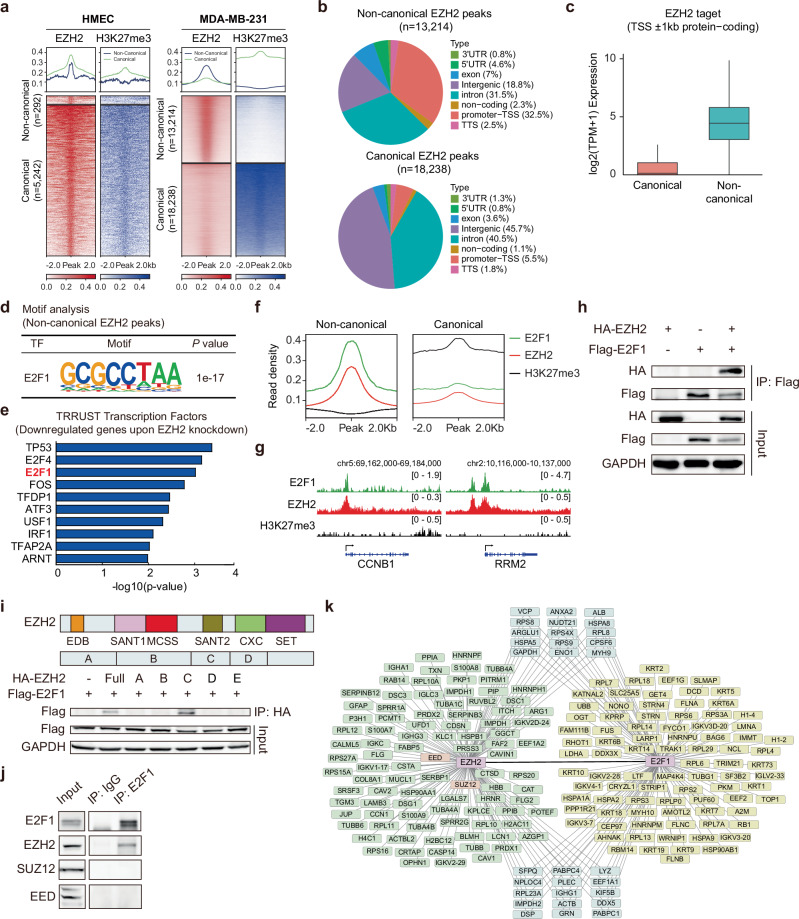
The association of EZH2 with E2F1 is required for the noncanonical function. **a** The enrichment profiles of EZH2 and H3K27me3 for EZH2^+^H3K27me3^−^ (noncanonical) and EZH2^+^H3K27me3^+^ (canonical) regions in HMEC and MDA-MB-231 cells, showing the read density for enrichment levels (top) and heat map (bottom) **b** Genome-wide distribution of EZH2 and H3K27me3 peaks for the EZH2^+^H3K27me3^−^ regions (top, noncanonical regions) and EZH2^+^H3K27me3^+^ (bottom, canonical regions). **c** Gene expression levels of canonical (*n* = 812) and noncanonical EZH2 target genes (*n* = 3,653). Gene expression levels in MDA-MB-231 cells were calculated in TPM from RNA-seq data. **d** A highly enriched transcription factor-binding motif identified by the motif analysis using noncanonical EZH2 target regions. **e** Transcription factors related to downregulated genes upon EZH2 knockdown (*n* = 1391). **f** The average enrichment patterns of EZH2, E2F1 and H3K27me3 for noncanonical (left) and canonical (right) regions centered at EZH2 peaks. **g** Colocalization of EZH2 and E2F1 and distribution of H3K27me3 at the *CCNB1* and *RRM2* locus. **h** The physical interaction between EZH2 and E2F1. **i** Domain organization of EZH2 and its truncated forms (top) and the physical interactions between ectopically expressed Flag–E2F1 in HEK293T cells and full-length and truncated forms of HA–EZH2 (bottom). **j** The physical interaction between E2F1 and PRC2 components. **k** A protein–protein interaction network of top 10% of proteins identified from EZH2 and E2F1 interactomes.

Since many noncanonical peaks in promoter TSS regions suggest a potential role in transcriptional regulation, transcription factor-binding motif analysis was performed on noncanonical EZH2 peaks. The binding motif of E2F1, including those of FOSL2, CTCF and BARHL1, was overrepresented in EZH2-associated regions (Fig. 2d and Supplementary Fig. 2a). Differentially expressed genes were identified by comparative RNA-seq analysis before and after EZH2 knockdown, and 952 upregulated genes by EZH2 knockdown were mostly associated with H3K27me3 histone marks (Supplementary Fig. 2b,c). Additionally, to identify potential transcription factors linked with EZH2, the 1,391 downregulated genes were analyzed. Transcriptional regulatory network analysis revealed the top ten transcription factors: TP53, E2F4, E2F1, FOS, TFDP1, ATF3, USF1, IRF1, TFAP2A and ARNT (Fig. 2e).

Remarkably, E2F1 was the only transcription factor recognized as being potentially associated with EZH2 in both transcription factor-binding motif and transcriptional regulatory network analyses. E2F1 ChIP-seq analysis validated that E2F1 peaks colocalized with EZH2 peaks at noncanonical regions lacking H3K27me3 marks (Fig. 2f), which was exemplified by the profiles at the promoter regions of *CCNB1* (cyclin B1) and *RRM2* (ribonucleotide reductase regulatory subunit M2) (Fig. 2g). GSEA also confirmed that EZH2 knockdown reduced the expression of E2F target genes (Supplementary Fig. 2d). E2F1 exhibited higher expression levels in breast cancers compared to normal tissues (Supplementary Fig. 2e), as well as in TNBC groups in comparison to non-TNBC groups (Supplementary Fig. 2f).

The physical interaction between EZH2 and E2F1 proteins was assessed by a co-IP assay. HA–EZH2 and Flag–E2F1 proteins were overexpressed individually or together in MDA-MB-231 cells verifying the direct binding of EZH2 to E2F1 (Fig. 2h). To characterize the E2F1 binding site on EZH2 domains, the full length of the *EZH2* gene was dissected by domains. The SANT2 domain of EZH2 interacted with E2F1 (Fig. 2i). The SANT2 domain is known to be essential for the interaction of EZH2 with SUZ12, a key component of the PRC2 complex^43^. Core PRC2 components such as SUZ12 and EED, unlike EZH2, did not interact with E2F1 (Fig. 2j).

The 1261 EZH2-associated interacting proteins were identified and involved in multiple biological processes including cytoplasmic translation, translation, gene expression and so on. Canonical PRC2 components such as SUZ12 and EED were detected, supporting the specificity and reproducibility of the assay. Similarly, analysis of E2F1-associated proteins revealed 1166 interacting partners, which were also involved in functions such as mRNA splicing, cytoplasmic translation and gene expression. A protein–protein interaction network was generated based on the top 10% of ranked interactors (Fig. 2k). Among these datasets, 627 proteins were identified as common interacting partners of EZH2 and E2F1. Notably, E2F1 was the only interacting transcription factor obtained from mass spectrometry analysis, which is consistent with the potential binding candidate recognized by transcriptional regulatory network analysis using downregulated genes upon EZH2 knockdown (Fig. 2e) and by motif analysis using noncanonical EZH2 targets (Supplementary Fig. 2a).

Taken together, these results indicate that EZH2 interacts directly with the transcription factor E2F1 at chromatin regions lacking H3K27me3 marks in TNBC.

### The EZH2–E2F1 complex regulates cellular physiology

Since EZH2 and E2F1 form a complex independent of PRC2, their physiological functions were examined by cell proliferation assay and cell cycle analysis. Individual downregulation of EZH2 or E2F1 notably reduced cell growth (Fig. 3a). Moreover, knockdown of EZH2 or E2F1 led to a reduction in cell proliferation, as indicated by decreased Ki-67 expression, a marker of cellular proliferation (Fig. 3b). Since E2F1 is a well-characterized transcription factor involved in cell cycle regulation, apoptosis and DNA damage response^44^, the impacts of EZH2 and E2F1 on cell cycle dynamics were investigated. Both EZH2 and E2F1 affected the cell number in the G1 phase (for EZH2 knockdown, 24.9% decreased; for E2F1 knockdown, 26.8% decreased), the sub-G1 (for EZH2 knockdown, 5.8% increased; for E2F1 knockdown, 5.7% increased) and the G2/M phases (for EZH2 knockdown, 14.2% increased; for E2F1 knockdown, 12.7% increased). Owing to the loss of function of EZH2 or E2F1, cells were not progressing normally and accumulated in the G2/M phase (Fig. 3c).

**Fig. 3:**
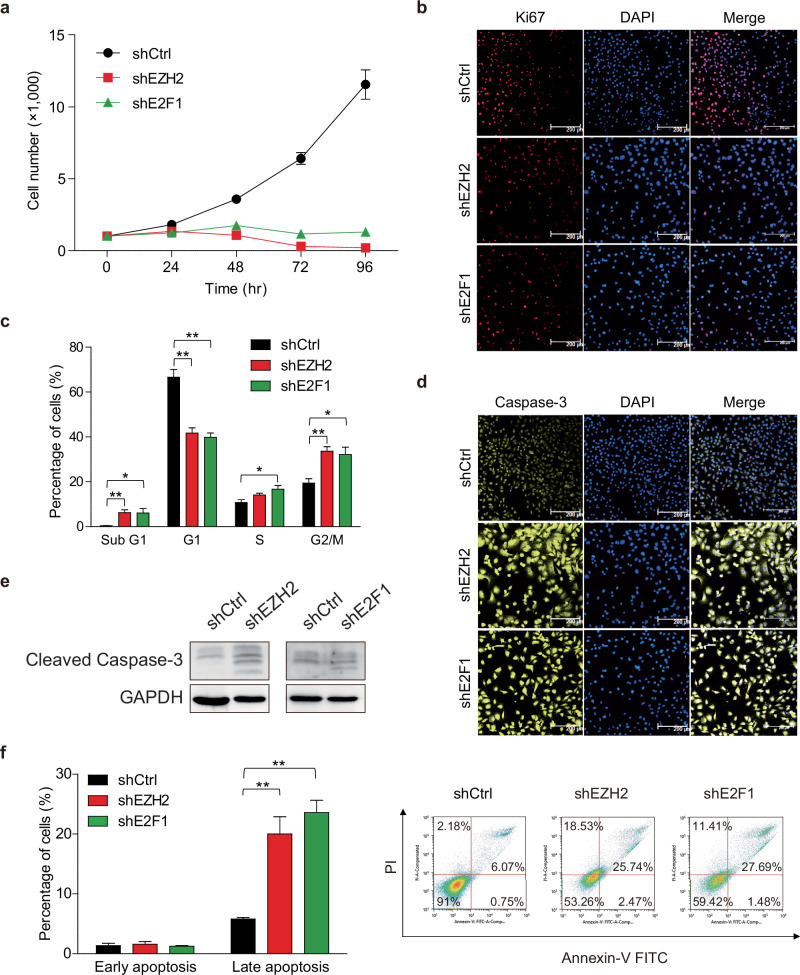
EZH2 and E2F1 play roles in cellular functions. **a** The effect of cell growth under EZH2 or E2F1 knockdown (*n* = 3; mean ± s.d.; unpaired two-tailed Student’s *t*-test). **b** Regulation of cell proliferation by shEZH2 or shE2F1 (scale bar, 200 μm). **c** Cell cycle analysis by flow cytometry (*n* = 3; mean ± s.d.; unpaired two-tailed Student’s *t*-test). **d** The effect of shEZH2 or shE2F1 on cell apoptosis (scale bar, 200 μm). **e** The effect of shEZH2 or shE2F1 on cleaved caspase-3 level. **f** Early and late apoptotic cells measured by flow cytometry (*n* = 3; mean ± s.d.; unpaired two-tailed Student’s *t*-test). One representative profile is shown (right). *P < 0.05, **P < 0.01 and ***P < 0.005. shCtrl indicates cells transduced with a control vector.

Given that EZH2 or E2F1 knockdown remarkably reduced cell proliferation and increased the cell population in the sub-G1 phase, the relationship of EZH2 and E2F1 with apoptosis was further examined. As predicted, perturbation in the expression of EZH2 or E2F1 led to elevated caspase-3 protein expression, suggesting enhanced activation of apoptotic pathways (Fig. 3d). To provide a more direct and functionally relevant indicator of apoptosis, we additionally performed western blot analysis for cleaved caspase-3. This result confirmed that knockdown of EZH2 or E2F1 led to elevated levels of cleaved caspase-3, indicating activation of the apoptotic cascade (Fig. 3e). Assays using annexin V and PI staining confirmed increased late apoptosis upon knockdown of EZH2 or E2F1 (Fig. 3f). Collectively, these results suggest that the EZH2–E2F1 complex contributes to the regulation of cell cycle progression and programmed cell death in TNBC.

### EZH2 and E2F1 change the chromatin accessibility and gene expression programs

To determine whether the EZH2–E2F1 complex coordinately regulates gene expression and chromatin accessibility in TNBC, we investigated their shared genomic targets and transcriptional effects.

Target genes regulated by EZH2 and E2F1 were determined by ChIP-seq analysis. Most EZH2 target genes did not overlap with E2F1 target genes. About 38% of the 803 E2F1 target genes coincided with EZH2 target genes. GO analysis with these 306 common genes was performed to define which biological pathways were regulated by the EZH2–E2F1 complex. Cotarget genes of EZH2 and E2F1 were predominantly associated with chromosome maintenance, cell cycle, extension of telomeres, DNA replication initiation and DNA strand elongation (Fig. 4a).

**Fig. 4:**
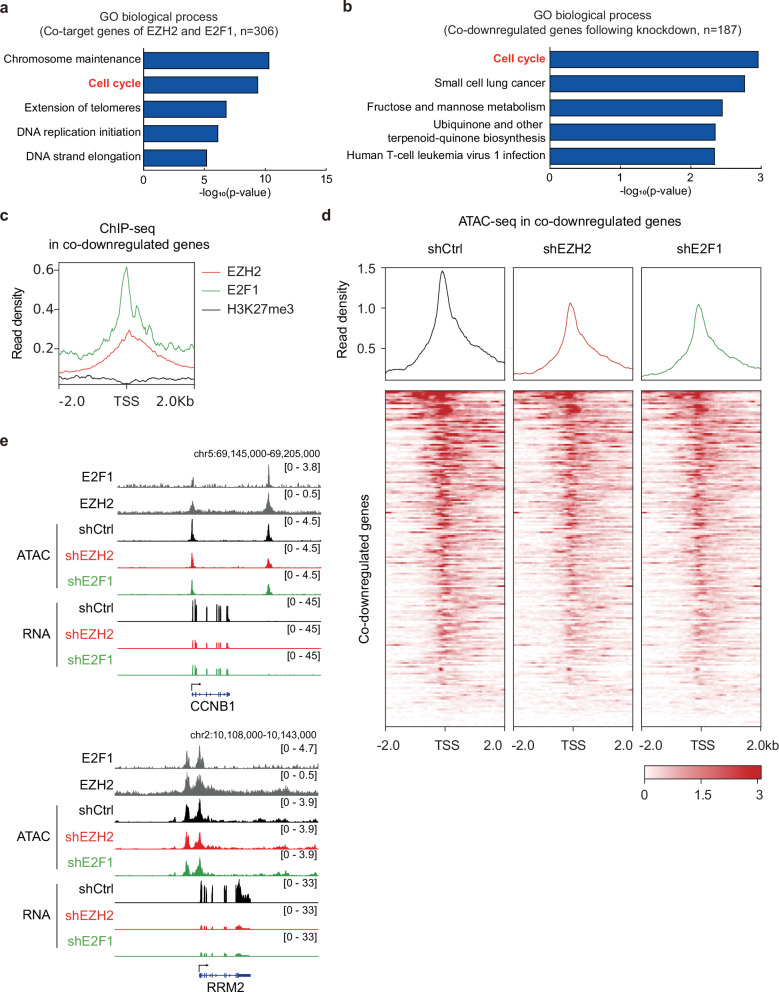
Downstream genes of EZH2 and E2F1 are regulated by changes in chromatin accessibility. **a** GO analysis for biological processes using common target genes of EZH2 and E2F1 (*n* = 306). **b** GO analysis for the 187 co-downregulated genes. **c** Average ChIP-seq profiles of EZH2, E2F1 and H3K27me3 around the TSS regions of the co-downregulated genes. **d** The effect of shEZH2 or shE2F1 in chromatin accessibility around the TSS regions of the co-downregulated genes. **e** The transcription levels and chromatin accessibility by shEZH2 and shE2F1 at the *CCNB1* and *RRM2* locus. shCtrl indicates cells transduced with a control vector.

To explore the regulatory function of EZH2 and E2F1, the expression of both EZH2 and E2F1 were markedly suppressed by a knockdown experiment (Supplementary Fig. 2b and 3a) and their consequent gene expression patterns were compared. Upon EZH2 knockdown, 952 genes were upregulated and 1391 genes were downregulated (Supplementary Fig. 3b, left). E2F1 depletion led to the upregulation of 642 genes and the downregulation of 792 genes (Supplementary Fig 3b, right). The 187 commonly downregulated genes were linked to cell cycle, small cell lung cancer and sugar metabolism confirmed by GO analysis (Fig. 4b). A total of 207 co-upregulated genes were associated with neutrophil extracellular trap formation and viral carcinogenesis (Supplementary Fig. 3c,d). As expected, the promoter regions of these commonly downregulated genes were occupied by both EZH2 and E2F1 (Fig. 4c). Specifically, cell cycle-promoting genes such as *CDC20*, *CCNB1*, *PLK1* and *E2F5* were affected by shRNA treatment (Supplementary Fig. 3e). The expression of these cell cycle-related genes was significantly higher in TNBC groups compared to non-TNBC groups (Supplementary Fig. 3f).

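ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, was performed in MDA-MB-231 cells, a human TNBC cell line. Of the 9 libraries, 2 each came from cells transduced with shCtrl, shEZH2 and shE2F1, and 1 each came from shSUZ12-transduced, DMSO-treated and GSK126-treated cells. Knockdown cells were transduced for 24 h and selected for 72 h with puromycin at 2 μg/ml, and GSK126, an inhibitor of the EZH2 methyltransferase, was given for 72 h. The authors aligned the reads to the human genome with Bowtie2 and shifted them for the cutting position of Tn5 before peak calling. One peak list per library was deposited, so replicates were not pooled. The lists give the position, summit, fold enrichment over local background, −log10 p and −log10 q of each peak. These values are the authors', and they served to describe, rank or filter peaks within their own list and to recover depth. The lists held 78600 and 81743 peaks for shCtrl, 72202 and 58626 for shEZH2, 68294 and 85812 for shE2F1, 73441 for shSUZ12, 74657 for DMSO and 68756 for GSK126. The lists carry no read totals. The fold enrichment and p of a peak together give the whole number of tags at its summit and its background, which could be recovered for 100% of the peaks of every library. The most frequent background was taken as proportional to depth, which could not be checked without read totals. It was 1.79 and 2.08 tags in the shCtrl libraries. Over all libraries it ranged from 1.41 in the second shEZH2 library to 2.18 in the second shE2F1 library. By this measure the numbers of peaks did not follow depth alone, since the first shEZH2 library was deeper than the first shCtrl library and had fewer peaks. Peaks of the libraries compared were merged into regions where they overlapped by at least 1 bp. The 2 replicates shared 71.7% of their merged regions for shCtrl, 66.3% for shEZH2 and 64.5% for shE2F1. Between the groups, a shCtrl and a shEZH2 library shared from 60.6% to 67.4%, and a shCtrl and a shE2F1 library from 62.4% to 67.3%, so libraries of different groups overlapped about as much as the replicates of a knockdown did. A region was called gained when every knockdown library and no control library had a peak in it, and lost when the reverse held. Presence of a peak is a coarser measure than signal over a region, and it depends on how many peaks were called in each library.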

Given that chromatin accessibility directly influences gene expression by enabling transcription factors to bind to DNA, ATAC-seq was used to investigate the effects of EZH2 and E2F1 perturbation on chromatin accessibility. Knockdown of EZH2 induced global changes in chromatin accessibility, increasing accessibility in 2320 regions and decreasing it in 978 regions (Supplementary Fig. 4a). 

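The peaks of the 2 shCtrl and 2 shEZH2 libraries formed 99181 regions, of which 47105 had a peak in all 4 libraries. In the lists as called, 882 regions were gained and 7140 were lost with shEZH2. The other 2 ways of splitting these 4 libraries into pairs gave 1902 and 781 regions, and 472 and 2550 regions, found in one pair only. With 3 splits no p-value below 0.333 is possible, and no test was made on single regions. The choice that moved these counts most, apart from leaving out a library, was the number of peaks per library. When each list was limited to its top peaks by −log10 p, as many as the shortest list holds, 2004 regions were gained and 2900 were lost, against 1291 and 1078, and 859 and 1360, in the other splits. Without the second shEZH2 library, 6806 regions were gained and 9282 were lost. Of the 882 gained regions, 2.72% (95% Wilson interval 1.84 to 4.02) overlapped the 1 kb on either side of the TSS of a protein-coding gene in GENCODE v44. The share was 5.06% (4.57 to 5.59) of the lost regions and 24.3% (24.0 to 24.7) of the regions with a peak in all 4 libraries. Gained and lost regions differed in this share in the lists as called (Fisher's exact test across regions, two-sided, p = 0.00144), although regions are not replicates. With the same number of peaks per library the intervals of the gained regions (4.34%, 3.53 to 5.32) and the lost regions (4.86%, 4.14 to 5.71) overlapped, and with windows of 250 bp on each side of summits the gained regions had the larger share, 16.2% against 6.18%. By the lower of the 2 libraries' percentiles of fold enrichment, the highest gained region lay in an intron of CCDC85A on chromosome 2 of GRCh38 from 56287956 to 56288367, at percentiles 92.0 and 89.9 of the shEZH2 lists. It was followed by an intergenic region on chromosome 4 from 23680411 to 23681111, nearest to the TSS of PPARGC1A at 208936 bp. The third, on chromosome 2 from 150063334 to 150063684, was also intergenic and nearest to the TSS of RND3, at 423983 bp. All these gained regions also had a peak in both shE2F1 libraries. The first also had a peak with shSUZ12, the second with GSK126, and the third with DMSO and GSK126, thus also in cells without a knockdown. The highest lost region was intergenic, on chromosome 2 from 165055038 to 165055446, with percentiles 95.7 and 95.7 in the shCtrl lists. Its nearest TSS was that of SLC38A11, at 99513 bp. Next came an intergenic region on chromosome 8 from 52912683 to 52913086, nearest to NPBWR1 at 26096 bp. The third, on chromosome 6 from 135586806 to 135587229, was intergenic and nearest to AHI1 at 89066 bp. All of these lost regions had a peak with DMSO, GSK126 and shSUZ12.

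**Figure D1:**
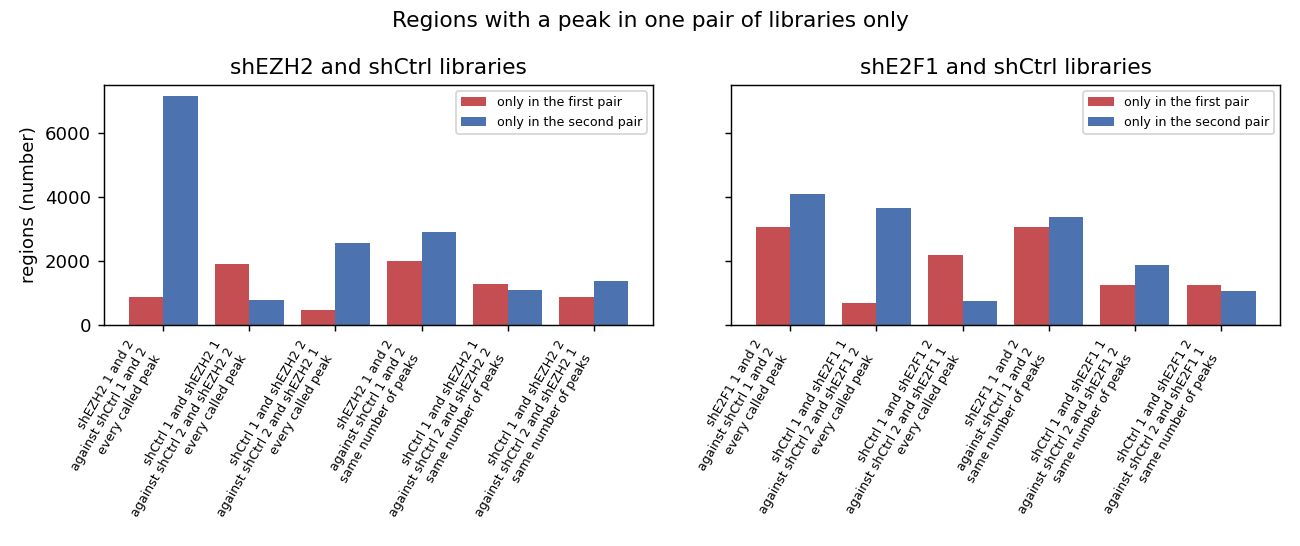
Number of regions (y axis) with a peak in both libraries of one pair and in neither of the other, for each split of the shCtrl and shEZH2 libraries (left) and of the shCtrl and shE2F1 libraries (right). With every called peak, the shEZH2 split gives 882 and 7140 regions, and with the same number of peaks per library it gives 2004 and 2900.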

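For shE2F1, the 4 libraries formed 107395 regions, of which 51211 had a peak in every library. Regions gained with shE2F1 numbered 3070 and regions lost numbered 4088. The other splits of these libraries into pairs gave 690 and 3654 regions, and 2189 and 759 regions. With the same number of peaks per library, 3050 regions were gained and 3369 were lost, and the other splits gave at most 1245 and 1857. The 2 shE2F1 libraries differed in depth and in number of peaks, and the direction depended on 1 library. Without the first shE2F1 library, 13623 regions were gained and 5561 were lost, and without the second, 6692 were gained and 12627 were lost. Promoters made up 2.38% (95% Wilson interval 1.90 to 2.98) of the gained regions, 6.63% (5.91 to 7.43) of the lost regions and 23.0% (22.7 to 23.4) of the regions with a peak in all 4 libraries. The share differed between gained and lost regions by Fisher's exact test across regions (two-sided, p = 6.5e-18). The share stayed lower in gained than in lost regions with the same number of peaks per library (2.62% and 5.25%). In summit windows of 250 bp on each side the intervals overlapped (7.48%, 6.64 to 8.41, and 8.23%, 7.43 to 9.11). The gained region with the highest percentiles of fold enrichment was intergenic, on chromosome 2 of GRCh38 from 145459938 to 145460520, at percentiles 94.2 and 95.8 of the shE2F1 lists, and had a peak in no library other than those of shE2F1. The next gained region was intergenic, on chromosome 2 from 227796272 to 227796796, nearest to CCL20 at 17046 bp. It also had a peak with DMSO, GSK126 and shSUZ12. The third, on chromosome 17 from 6381122 to 6381437, was intergenic and nearest to AIPL1 at 53684 bp. It also had a peak with DMSO and in the second shEZH2 library. Among lost regions, the region nearest to NPBWR1 on chromosome 8, which was also lost with shEZH2, came first. It was followed by an intron of RSPO3 on chromosome 6 from 127146948 to 127147470, with a peak in the first shEZH2 library. The third was intergenic, on chromosome 10 from 60662928 to 60663600. It lay 114878 bp from the nearest TSS, that of CDK1, and kept a peak in both shEZH2 libraries. All of these lost regions had a peak with DMSO, GSK126 and shSUZ12.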

E2F1 depletion increased chromatin accessibility in 5212 regions while decreasing it in 599 regions (Supplementary Fig. 4b). When the expression of either EZH2 or E2F1 was inhibited, the chromatin accessibility was decreased at the promoter regions of co-downregulated genes, indicating that chromatin state changes induced by the EZH2–E2F1 complex led to transcriptional alteration of their target genes (Fig. 4d). Specifically, the promoter regions of *CCNB1* and *RRM2*, identified as targets of EZH2–E2F1, exhibited reduced chromatin accessibility and transcription level after their knockdown (Fig. 4e). 

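The list of co-downregulated genes was not used here, and the promoters of protein-coding genes were compared as a whole together with those of genes the paper names. A promoter was represented by the strongest peak within 1 kb of its TSS, and its fold enrichment was ranked as a percentile within the list of its own library. Of the 12234 promoters with a peak in all shCtrl and shEZH2 libraries, 29.7% (95% Wilson interval 28.9 to 30.5) had a lower percentile in both shEZH2 libraries than in both shCtrl libraries and 10.6% had a higher one, where chance gives 16.7% each. This direction depended on the length of the lists. With percentiles taken within the same number of top peaks per library, an alternative chosen after the data were seen, 14.4% were lower and 23.9% were higher. For shE2F1, 17.0% (16.4 to 17.7) of 12516 promoters were lower and 19.2% were higher, and another split of the same libraries gave 24.9% and 9.20%. Each of the promoters of CDC20, PLK1 and E2F5 had a peak in every library. The CDC20 promoter lay at percentile 78.6 ± 0.698 (SD, n = 2) in shCtrl, 90.2 ± 0.107 (SD, n = 2) in shEZH2 and 76.3 ± 18.5 (SD, n = 2) in shE2F1. The PLK1 promoter was at 56.0 ± 3.66 (SD, n = 2), 82.4 ± 0.365 (SD, n = 2) and 56.1 ± 5.61 (SD, n = 2). The E2F5 promoter was at 50.9 ± 1.23 (SD, n = 2), 77.2 ± 6.38 (SD, n = 2) and 69.8 ± 8.52 (SD, n = 2). None of these 3 promoters was lower in both libraries of a knockdown than in both shCtrl libraries. Ranked by −log10 p instead, mean percentiles with shEZH2 differed from shCtrl by 1.51 at CDC20, 11.4 at PLK1 and 17.2 at E2F5. For shE2F1 these differences were −3.00, −3.80 and 8.32. The negative ones were smaller than the replicate SD of the percentiles of fold enrichment, but no SD of ranks by −log10 p is given. Such ranks do not measure a change that all promoters of a library share.

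**Figure D2:**
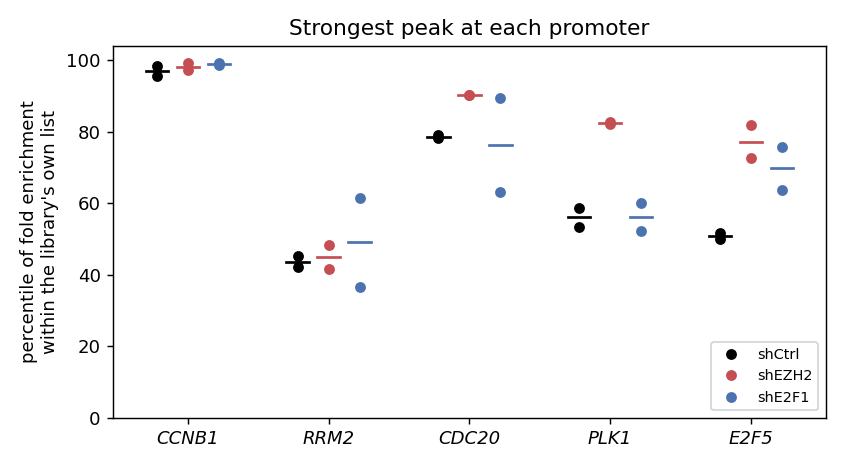
Percentile of fold enrichment (y axis, within the list of each library) of the strongest peak at 5 promoters, with a point per library and a line at the mean of the 2 libraries of shCtrl, shEZH2 and shE2F1. The PLK1 points of shEZH2, with a mean of 82.4, lie above the shCtrl points, with a mean of 56.0.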

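The CCNB1 promoter peak spanned the TSS at position 69167150 of chromosome 5 (GRCh38, plus strand) and reached into exon 1, and every library had it. In the first shCtrl library it ran from 69166681 to 69167675 with its summit at 69167037. Ranked within each list, it stood at percentile 96.9 ± 1.94 (SD, n = 2) in shCtrl, 98.2 ± 1.46 (SD, n = 2) in shEZH2 and 98.9 ± 0.454 (SD, n = 2) in shE2F1. The shEZH2 values overlapped those of shCtrl, and both shE2F1 values were above both shCtrl values by a difference in means of 2.00, close to the SD of shCtrl. The RRM2 promoter peak, at the TSS at position 10122739 of chromosome 2 on the plus strand, was likewise present in every library, with its summit at 10122652 in the first shCtrl library. Its percentile was 43.6 ± 2.27 (SD, n = 2) in shCtrl, 44.9 ± 4.75 (SD, n = 2) in shEZH2 and 49.0 ± 17.5 (SD, n = 2) in shE2F1, and both knockdowns overlapped shCtrl. A percentile orders peaks within a list and does not carry the signal that the tracks in Fig. 4e show.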

EZH2 and E2F1 knockdown reduced chromatin accessibility at noncanonical target regions of EZH2 but did not affect chromatin status at canonical target regions of EZH2. (Supplementary Fig. 4c). Altogether, EZH2 and E2F1 act as a unique chromatin regulator to promote the expression of cell cycle-related genes in TNBC, diverging from their conventional roles as a methyltransferase and a transcription factor, respectively.

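The peaks of the 6 shCtrl, shEZH2 and shE2F1 libraries were merged to ask which regions changed in both knockdowns. Of these regions, 208 were gained and 2118 were lost in both. Since both comparisons use the same shCtrl libraries, some sharing arises without any effect. In 500 randomisations that exchanged peak calls between libraries and kept the number of calls per library and per region, the median was 141 regions gained in both (95% of draws from 118 to 163) and 1611 lost in both (1543 to 1676). Both observed counts were above the highest draws of 171 and 1722. These draws do not keep the likeness between replicates of a group. Regions with a peak in all libraries but a given pair, or in that pair only, were also counted for every pair of the 6 libraries and divided by the median of the same randomisations. The ratio was 1.48 and 1.32 for the shCtrl pair, 1.47 and 2.57 for the shEZH2 pair, 2.36 and 2.59 for the shE2F1 pair and at most 1.09 and 0.983 for the 12 pairs of libraries of different groups, a comparison chosen after the data were seen. Leaving out 1 library changed the counts to between 263 and 714 gained regions and between 2419 and 8506 lost regions. Taking its results together, the paper concludes that EZH2 and E2F1 act as a chromatin regulator that promotes the expression of cell cycle genes.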

### E2F1 provides the molecular basis for a novel EZH2 function beyond PRC2-dependent chromatin repression

To explore whether E2F1 modulates the methyltransferase activity of EZH2 and its association with SUZ12, we investigated the epigenetic consequences of E2F1 depletion in TNBC. The relatively higher expression of EZH2 and E2F1 (Supplementary Fig. 2e,f), along with their direct interaction (Fig. 2h) in TNBC, suggests a novel PRC2-independent molecular mechanism. The noncanonical function of EZH2 as a transcriptional coactivator was further investigated through H3K27me3 profiling. E2F1 perturbation by shE2F1 resulted in a global elevation in H3K27me3 levels (Fig. 5a and Supplementary Fig. 5a). About 24.4% among 1,630 H3K27me3-gained regions were located in promoter TSS regions (Fig. 5b). The transcription factor-binding motif analysis of regions with de novo gained H3K27me3 marks revealed significant enrichments of LSL1, SREBF2, HINFP, HIC1, PRDM1, E2F1, YY1 and ZNF341 binding motifs (Fig. 5c and Supplementary Fig. 5b). Most H3K27me3-enriched regions following E2F1 knockdown were colocalized with EZH2 and E2F1 peaks (Fig. 5d). Since H3K27me3 marks are associated with transcriptionally repressive states and closed chromatin, the impact of increased H3K27me3 levels on chromatin accessibility was analyzed. As expected, regions with H3K27me3 marks gained by E2F1 knockdown exhibited lower chromatin accessibility (Fig. 5e). These regions include the *CCNB1* and *RRM2* locus, for example (Supplementary Fig. 5c). Furthermore, E2F1 knockdown resulted in increased H3K27me3 accumulation, primarily at noncanonical EZH2 peaks, while no marked changes were observed at canonical EZH2 peaks (Supplementary Fig. 5d). These results are consistent with the observation that E2F1 interacts with EZH2 at the SANT2 domain critical for SUZ12 binding and enzymatic activity (Fig. 2i). 

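Beyond the promoters, the windows drawn around CCNB1 and RRM2 in Fig. 4e held few peaks. In the CCNB1 window on chromosome 5, the peaks of all libraries formed 3 regions. The second of these, from 69188925 to 69190165 at the TSS of the neighbouring gene CENPH, had a peak in every library, at percentiles of fold enrichment of 83.6 and 89.5 in the shCtrl lists and 69.5 and 88.4 in the shE2F1 lists, which overlap. The remaining region, from 69190380 to 69190583 in an intron of CENPH, had a peak in the first shCtrl library only. In the RRM2 window on chromosome 2 there were 6 and 5 peaks in the shCtrl libraries and 3 and 5 in the shE2F1 libraries. A region upstream of RRM2, from 10120148 to 10120840, had a peak in every library, at percentiles of 32.7 and 37.6 in the shCtrl lists and 35.6 and 43.3 in the shE2F1 lists, which also overlap. Intergenic regions from 10108327 to 10108597 and from 10132746 to 10133092 had a peak in both shCtrl libraries and in no other library, with −log10 q values of 9.05 or less. No region of either window had a peak in both shE2F1 libraries and in no shCtrl library.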

The EZH2–E2F1 interaction may suppress the methyltransferase activity of EZH2 and inhibit SUZ12 association.

**Fig. 5:**
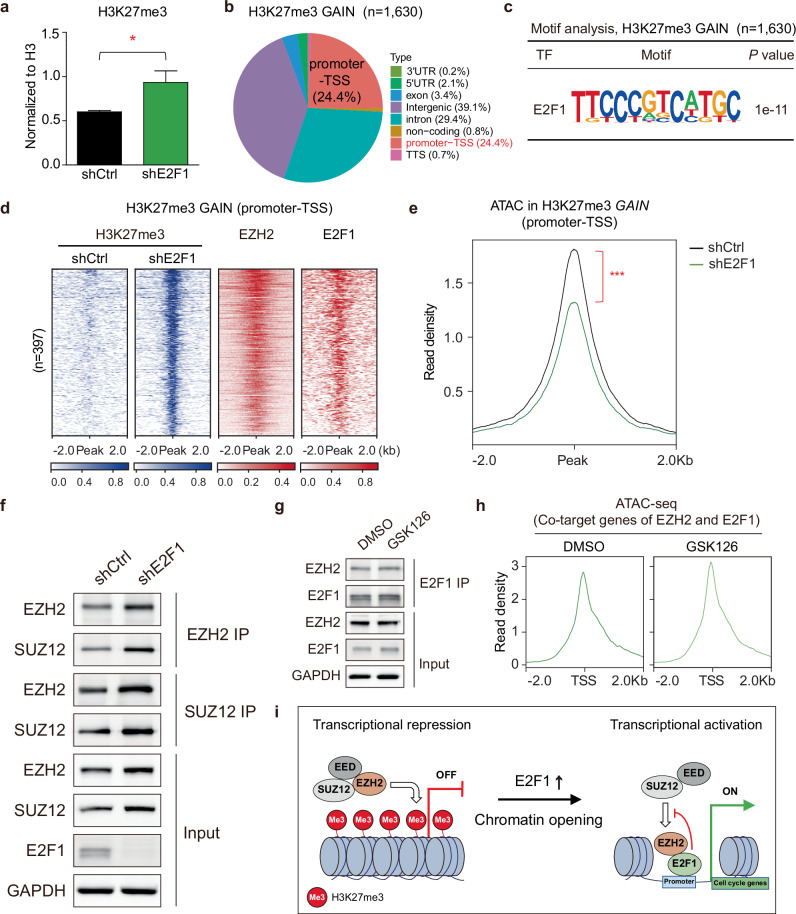
The molecular mechanism of noncanonical functions of EZH2 is associated with E2F1. **a** Global H3K27me3 levels upon E2F1 knockdown (*n* = 3; mean ± s.d.; unpaired two-tailed Student’s *t*-test; *P < 0.05). **b** Genome-wide distribution of H3K27me3 gain regions (*n* = 1,630) by shE2F1. UTR, untranslated region. **c** A highly enriched transcription factor-binding motif identified at H3K27me3 gain regions. **d** Enrichment profiles of EZH2 and E2F1 at the H3K27me3 gain regions induced by shE2F1. **e** Chromatin accessibility around H3K27me3 gain peaks at the TSS promoter region upon shE2F1 treatment. **f** The effect of E2F1 knockdown on the protein levels of EZH2 and SUZ12 following immunoprecipitation with antibodies against EZH2 and SUZ12. shCtrl indicates cells transduced with a control vector. **g** Immunoblot analysis of EZH2–E2F1 interaction upon GSK126 treatment (1 μM). **h** The effect of GSK126 treatment on chromatin accessibility at the TSS of 306 cotarget genes of EZH2 and E2F1. **i** A model for the molecular mechanism of noncanonical association of EZH2 with E2F1 via chromatin remodeling.

To determine the interaction between EZH2 and SUZ12 in the absence of E2F1, the effect of E2F1 knockdown was monitored. Even though E2F1 was previously known to activate EZH2 through the pRB–E2F pathway^17^, E2F1 depletion led to increased expression of EZH2 in our model, suggesting E2F1 has a context-specific role in EZH2 regulation. After E2F1 knockdown, the expression level of SUZ12 was also slightly increased and the interaction between EZH2 and SUZ12 seems to be enhanced (Fig. 5f). This suggests that the elevated levels of these proteins might have contributed to their strengthened interaction for the canonical PRC2 function. SUZ12 knockdown also induced global changes in chromatin accessibility, increasing accessibility in 913 regions and decreasing it in 3318 regions (Supplementary Fig. 6a). However, SUZ12 knockdown did not alter the chromatin structure at the promoter regions of co-downregulated genes by shEZH2 and shE2F1 (Supplementary Fig. 6b). Moreover, EZH2 inhibition led to reduced chromatin accessibility at noncanonical EZH2 peak regions, whereas SUZ12 knockdown induced only modest changes in these regions (Supplementary Fig. 6c). 

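For SUZ12 knockdown 1 library was analysed, so the comparison has no replicate check. With the 2 shCtrl libraries it formed 97423 regions, of which 6661 had a peak with shSUZ12 and in neither shCtrl library, and 8326 had a peak in both shCtrl libraries and not with shSUZ12. Set against the same shCtrl libraries, single libraries of shEZH2 and shE2F1 gave from 2619 to 13623 gained and from 5561 to 16150 lost regions, and the DMSO library, which had no knockdown, gave 5564 gained and 6086 lost. With the same number of peaks per library the direction changed, to 8271 gained and 6433 lost regions with shSUZ12. Leaving out the first or the second shCtrl library gave 9607 and 11419 gained regions, and 19003 and 16918 lost regions.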

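At promoters of genes the paper names, the shSUZ12 library had a peak at each of CCNB1, RRM2, CDC20, PLK1 and E2F5. The percentile of fold enrichment within its list was 99.9 for CCNB1, 59.8 for RRM2, 85.5 for CDC20, 57.4 for PLK1 and 58.0 for E2F5. The CCNB1, RRM2, CDC20 and E2F5 values were above those of both shCtrl libraries, and the PLK1 value lay between them. At E2F5 the shSUZ12 peak ended at 85177236, before the shCtrl peaks began at 85177444 and 85177485. The E2F5 values thus come from different peaks of the promoter and do not compare the same site. The SUZ12 promoter itself was at percentile 93.6 with shSUZ12 and at 88.3 ± 2.34 (SD, n = 2) in shCtrl.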

Canonical EZH2 peak regions exhibited very low chromatin accessibility and were not affected by EZH2 or SUZ12 knockdown (Supplementary Fig. 6d). Taken together, these results show that the interaction between EZH2 and E2F1 competes with EZH2–SUZ12 binding for PRC2 formation and provides a clue for explaining the noncanonical function of EZH2 in a context-dependent manner.

As shown in Fig. 1f, GSK126 treatment did not alter cell growth or the expression levels of EZH2 and SUZ12. Further analysis showed that inhibiting methyltransferase activity with GSK126 did not disrupt the interaction between EZH2 and E2F1 (Fig. 5g) and resulted in negligible changes in E2F1 binding profiles (Supplementary Fig. 7a,b). 

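The GSK126 and DMSO libraries, 1 of each, formed 81264 regions. Of these, 59551 (73.3%) had a peak in both libraries, a larger share than between the 2 shCtrl replicates. With GSK126, 7442 regions were gained and 14271 were lost. Pairs of replicates differed by as much, with 14891 and 10991 regions found in only the second or the first shCtrl library, and 5506 and 20478 in only the second or the first shEZH2 library. Limiting the GSK126 and DMSO lists to the same number of peaks gave 9109 gained and 10170 lost regions, a smaller excess of lost ones. The list of genes bound by both EZH2 and E2F1 was not used here. The CCNB1 promoter was at percentile 98.4 of fold enrichment with DMSO and 99.4 with GSK126, and the RRM2 promoter at 53.7 and 43.5. The values with DMSO and GSK126 were 63.8 and 46.1 at the E2F5 promoter, 71.8 and 61.0 at the PLK1 promoter and 82.2 and 84.6 at the CDC20 promoter. A difference between single libraries has no replicate check.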

As predicted, GSK126 treatment had no effect on chromatin accessibility at cotarget regions of EZH2 and E2F1 (Fig. 5h) or on global transcription levels (Supplementary Fig. 7c). Collectively, these results indicate that inhibiting methyltransferase activity of EZH2 neither prevents its noncanonical roles with E2F1 nor blocks the cellular growth of TNBC.

## Discussion

EZH2 is highly correlated with breast cancer cell proliferation^45^. Several studies reported that EZH2, as a PRC2 component, contributes aggressive phenotype of TNBC by repressing tumor suppressor genes, such as *TIMP2*^46^ or *FOSB*^47^. Interestingly, TNBC shows the lowest levels of H3K27me3 among breast cancer types^19^ and exhibits drug resistance to EZH2 inhibitors^48,49^ despite the highest expression levels of EZH2. This paradox underscores the potential importance of noncanonical roles of EZH2 in TNBC. Therefore, this study aimed to thoroughly investigate the molecular mechanisms and physiological implications of EZH2 in TNBC, with a focus on its noncanonical function. In our previous research, we discovered a novel regulatory role of metal response element binding transcriptional factor 2 (MTF2) for PRC2 activity through genome-wide epigenetic profiling^50^. MTF2 is bound to *HOX* genes and is required for PRC2-mediated histone methylation. In a continuation of understanding PRC2-related regulation, this study applied multiomics approaches to examine the noncanonical roles of EZH2 and its regulatory mechanism in TNBC.

The elevated expression of PRC2 components, except *EED*, was confirmed in breast cancers compared to normal tissues. Notably, only *EZH2* showed higher expression in TNBC groups than other breast cancer subtypes (Fig. 1a, b). Also, EZH2 and EED proteins were more highly expressed in samples from patients with TNBC than in non-TNBC samples (Fig. 1c). Furthermore, cell growth was more profoundly suppressed by EZH2 knockdown than by SUZ12 knockdown, and inhibition of methyltransferase activity did not impact cell proliferation (Fig.1d–f). These results imply the presence of noncanonical functions of EZH2 independent of PRC2 in TNBC. Genome-wide profiling and molecular analysis revealed that the transcription factor E2F1 directly interacted with EZH2 in TNBC (Fig. 2). Notably, E2F1 was the only interacting transcription factor obtained from mass spectrometry analysis (Fig. 2k), which is consistent with the potential binding candidate recognized by transcriptional regulatory network analysis using downregulated genes upon EZH2 knockdown (Fig. 2e) and by motif analysis using noncanonical EZH2 targets (Supplementary Fig. 2a).

E2F1 is a well-established master regulator of the cell cycle, controlling key processes such as cell cycle progression, apoptosis and the DNA damage response^51^. Overexpression of E2F1 has been linked to poor prognosis of breast cancer^52,53^. In TNBC, E2F1 is particularly implicated in promoting aggressive tumor characteristics through the upregulation of *CCNA2*, which regulates both the G1/S and the G2/M transition phases, and *POLD2*, which is crucial for DNA replication and repair^54,55^. While the interaction between E2F1 and EZH2 in the activation of oncogenic pathways has been observed in other cancers, their collaborative role in breast cancer, especially in TNBC, remains largely unexplored^56,57^. This led us to subsequently investigate the mechanism by which EZH2 functions in association with E2F1 in TNBC.

Remarkably, the EZH2–E2F1 complex was found to mechanistically modulate chromatin accessibility, thereby promoting cancer cell proliferation while inhibiting G2/M phase arrest and apoptosis in TNBC (Fig. 3). Although E2F1 is primarily recognized for its role in regulating the G1/S phase transition, it has been reported that STAT3-activated E2F1 can promote the G2/M phase transition by upregulating genes including *CDK1* and *CCNB1*^58^. Therefore, the observed G2/M phase arrest upon the disruption of the E2F1–EZH2 complex may be linked to the upregulation of G2/M phase-related genes, including *CCNB1*, indicating the noncanonical role for E2F1 in promoting TNBC progression (Fig. 4). Moreover, this EZH2–E2F1-driven chromatin remodeling represents a novel function, analogous to the ‘chromatin-tuning factor’ role identified by our group as the novel mechanistic role of FOXD2 in colorectal cancer^23^.

Since E2F1 was identified as a potential binding partner of EZH2 for its novel function in TNBC, the regulatory mechanisms of the EZH2–E2F1 complex were further assessed. Specifically, E2F1 suppresses H3K27me3 deposition and enhances chromatin accessibility at target loci, thereby facilitating EZH2’s function as a chromatin context-dependent transcriptional coactivator. Mechanistically, E2F1 competitively binds to the SANT2 domain of EZH2, crucial for maintaining PRC2’s structural integrity (Fig. 2i). Thus, E2F1 binding reduced the H3K27me3 deposition and induced chromatin remodeling in its target regions by hijacking EZH2 from SUZ12 (Fig. 5). In contrast to EZH2 knockdown, treatment with GSK126, an EZH2 methyltransferase inhibitor, showed no effect on E2F1 binding, chromatin accessibility or transcriptional levels in EZH2–E2F1 targets (Fig. 5g, h and Supplementary Fig. 7). These findings suggest that EZH2, in cooperation with E2F1, exerts a distinct role in TNBC progression, independent of its methyltransferase activity.

Overall, this study reveals a novel noncanonical function of EZH2 in promoting cell cycle progression, independent of PRC2 (Fig. 5i). Our research highlights the predominant role of EZH2 as a coactivator with E2F1 in TNBC. While the EZH2–E2F1 interaction has been observed in a couple of cancer types, such as adrenocortical carcinoma and prostate cancer cell^56,57^, its mechanistic role in TNBC has not been explored. Our study not only confirms this interaction in a TNBC-specific context but also elucidates how this complex facilitates chromatin accessibility and cell cycle progression in a PRC2-independent manner. Moreover, we introduce a new perspective on E2F1, typically recognized as a negative regulator of PRC2, by demonstrating its involvement in chromatin remodeling and transcriptional regulation. As previously shown^59^, EZH2 may mediate open chromatin conformation through interactions with other chromatin modifiers, such as SWI–SNF complexes and p300. The resistance of TNBC to EZH2 inhibitors, despite high EZH2 expression, presents a substantional challenge in cancer therapy. Our results suggest that this drug resistance may arise from the noncanonical functions of EZH2. Consequently, while it is still essential to explore the broader implications of the noncanonical activity of EZH2 in other cancer types, targeting the novel function of the EZH2–E2F1 complex, such as developing mutations to block their interaction, could provide a new therapeutic avenue for treating aggressive cancers resistant to current EZH2 inhibitors.

## Supplementary Information

Supplementary information

## Data Availability

The raw sequencing data and the processed data are available in the Gene Expression Omnibus (GEO) repository at https://www.ncbi.nlm.nih.gov/geo/ with the accession numbers GSE272536 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE272536 (ATAC-seq), GSE272537 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE272537 (ChIP-seq) and GSE272538 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE272538 (RNA-seq). The raw sequencing data are also accessible at the Korean Nucleotide Archive (KoNA) at https://kbds.re.kr/ with the accession number KAP240770. The public GEO datasets for EZH2 ChIP-seq (GSE223959) and H3K27me3 ChIP-seq (GSE77772) in MDA-MB-231 cells were downloaded and used for comparison. HMEC datasets were downloaded from the ENCODE Data Coordination Center (https://www.encodeproject.org/) under accession numbers ENCLB695ARL, ENCLB695ARM (EZH2-ChIP), ENCLB695AEL, ENCLB695AEM (H3K27me3-ChIP), ENCLB695AVW and ENCLB695AVX (Input).

# Supplementary material for: Noncanonical association of EZH2 with E2F1 promotes tumor proliferation through chromatin remodeling
**Source:** Exp Mol Med. 2025 Dec 19;57(12):2886–97. doi: 10.1038/s12276-025-01603-0
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary information

### **Non-canonical association of EZH2 with E2F1 promotes tumor proliferation through chromatin remodeling**

Mijoung Yoo<sup>1, #</sup>, Hyeonji Lee<sup>1, #</sup>, Hyorim Park<sup>1</sup>, Byunghee Kang<sup>1</sup>, Hyo-Min Kim<sup>2</sup>, Tae-Kyung Kim<sup>1</sup> and Tae-Young Roh<sup>3,4,\*</sup>

# These two authors contribute equally.

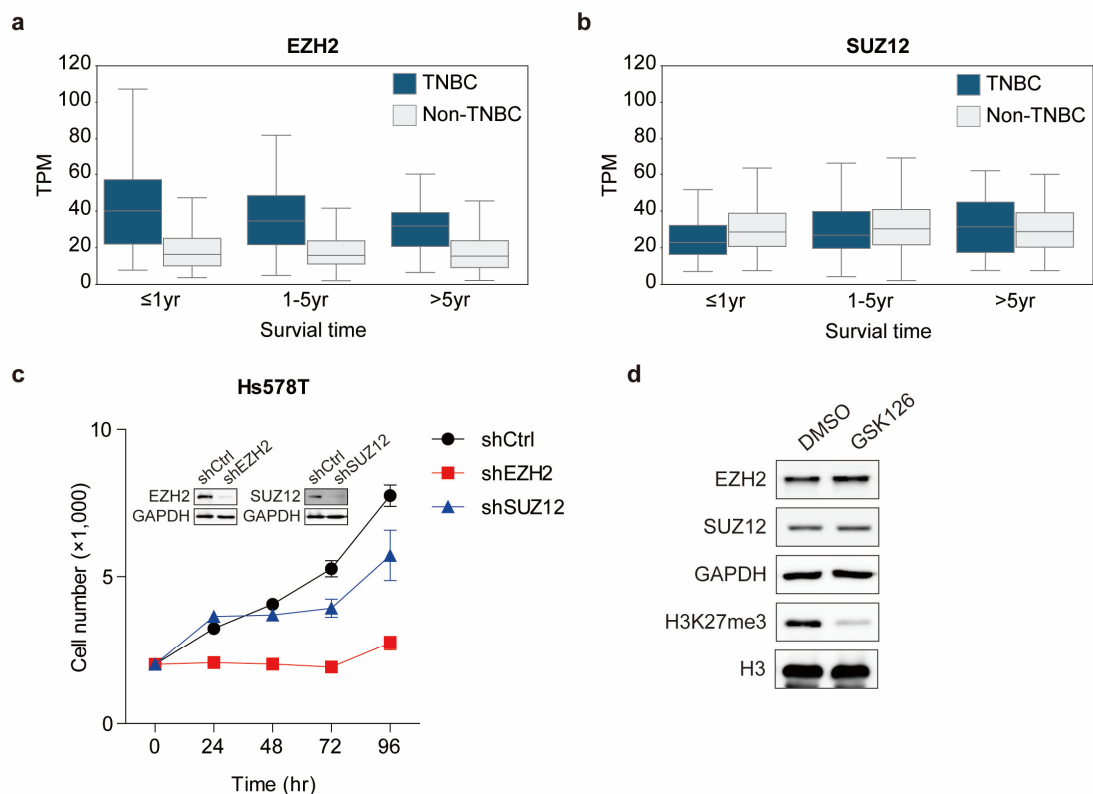

**Supplementary Fig. 1. EZH2 is highly expressed in TNBC with low survival rates.** **a** Comparative analysis of EZH2 expression levels in breast cancer patients. **b** Comparative analysis of SUZ12 expression levels in breast cancer patients. Patients were stratified into three survival groups: less than 1 year, 1–5 years, and greater than 5 years, based on overall survival duration. **c** The effect of EZH2 or SUZ12 knockdown on the cell growth in Hs578T cells. The inset figure shows the protein levels of EZH2 and SUZ12. **d** The effect of GSK126 (1  $\mu$ M) on the expression levels of EZH2, SUZ12, and H3K27me3 in MDA-MB-231 cells.

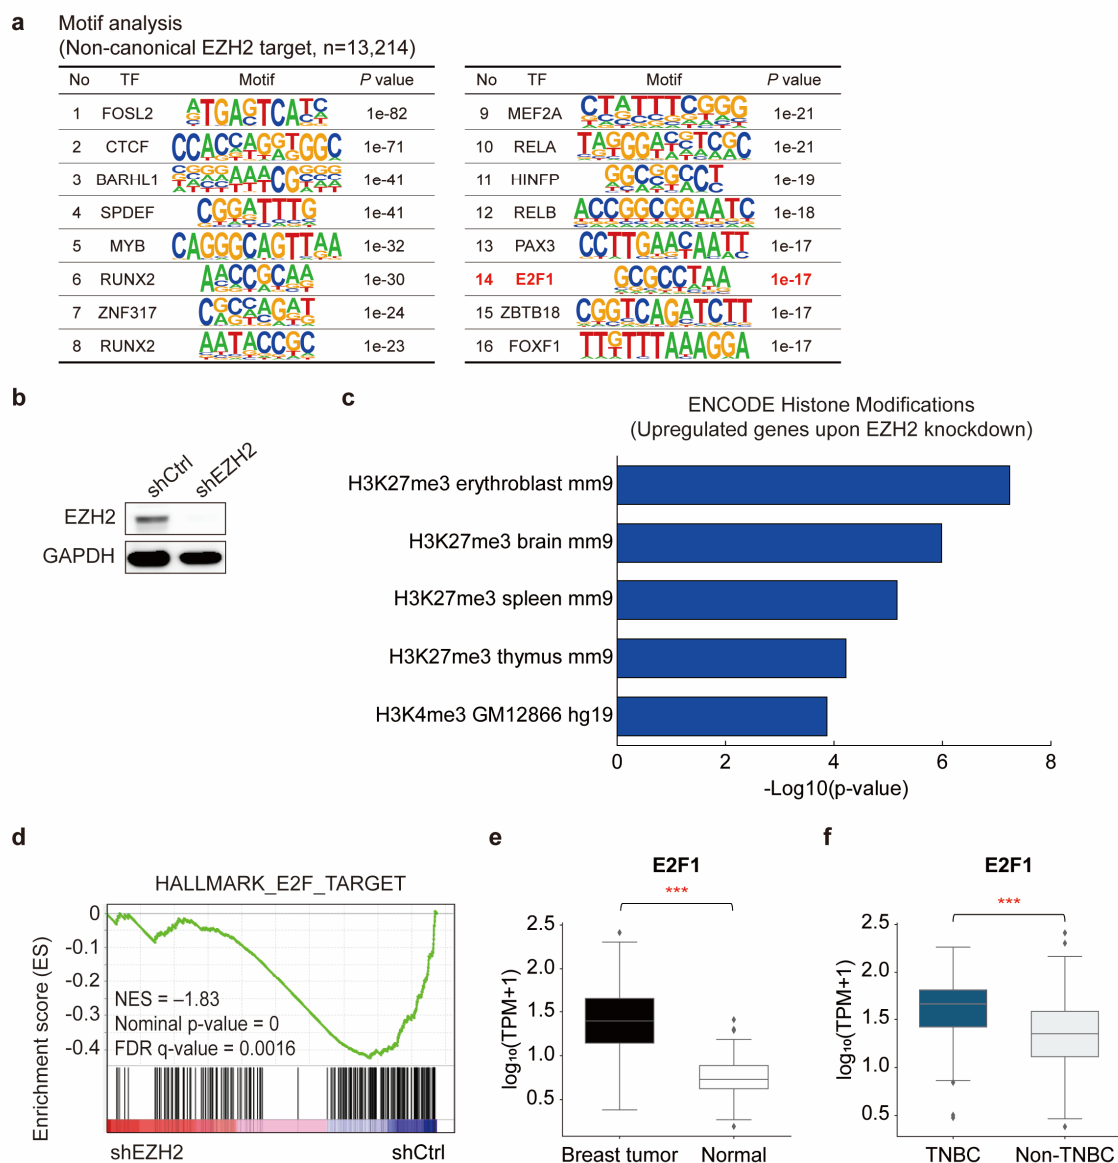

**Supplementary Fig. 2. E2F1 is a potential factor for a novel EZH2 function in TNBC.** **a** Top 16 motifs identified by the motif analysis using non-canonical EZH2 target regions (n=13,214). **b** The expression level of EZH2 before and after EZH2 knockdown. **c** GO analysis using the 952 co-upregulated genes after EZH2 knockdown. **d** GSEA analysis of E2F target genes based on downregulated genes upon EZH2 knockdown (n=1,391). **e** The expression levels of E2F1 in human breast tumors (n=1,116) vs. normal breast tissues (n=113) from the TCGA BRCA dataset. **f** The expression levels of E2F1 in TNBC groups (n=115) and non-TNBC groups (n=604) from the TCGA BRCA dataset. The statistical analyses were performed using a Mann-Whitney U test. All data represent mean  $\pm$  SEM; \*\*\*P  $\leq$  0.001.

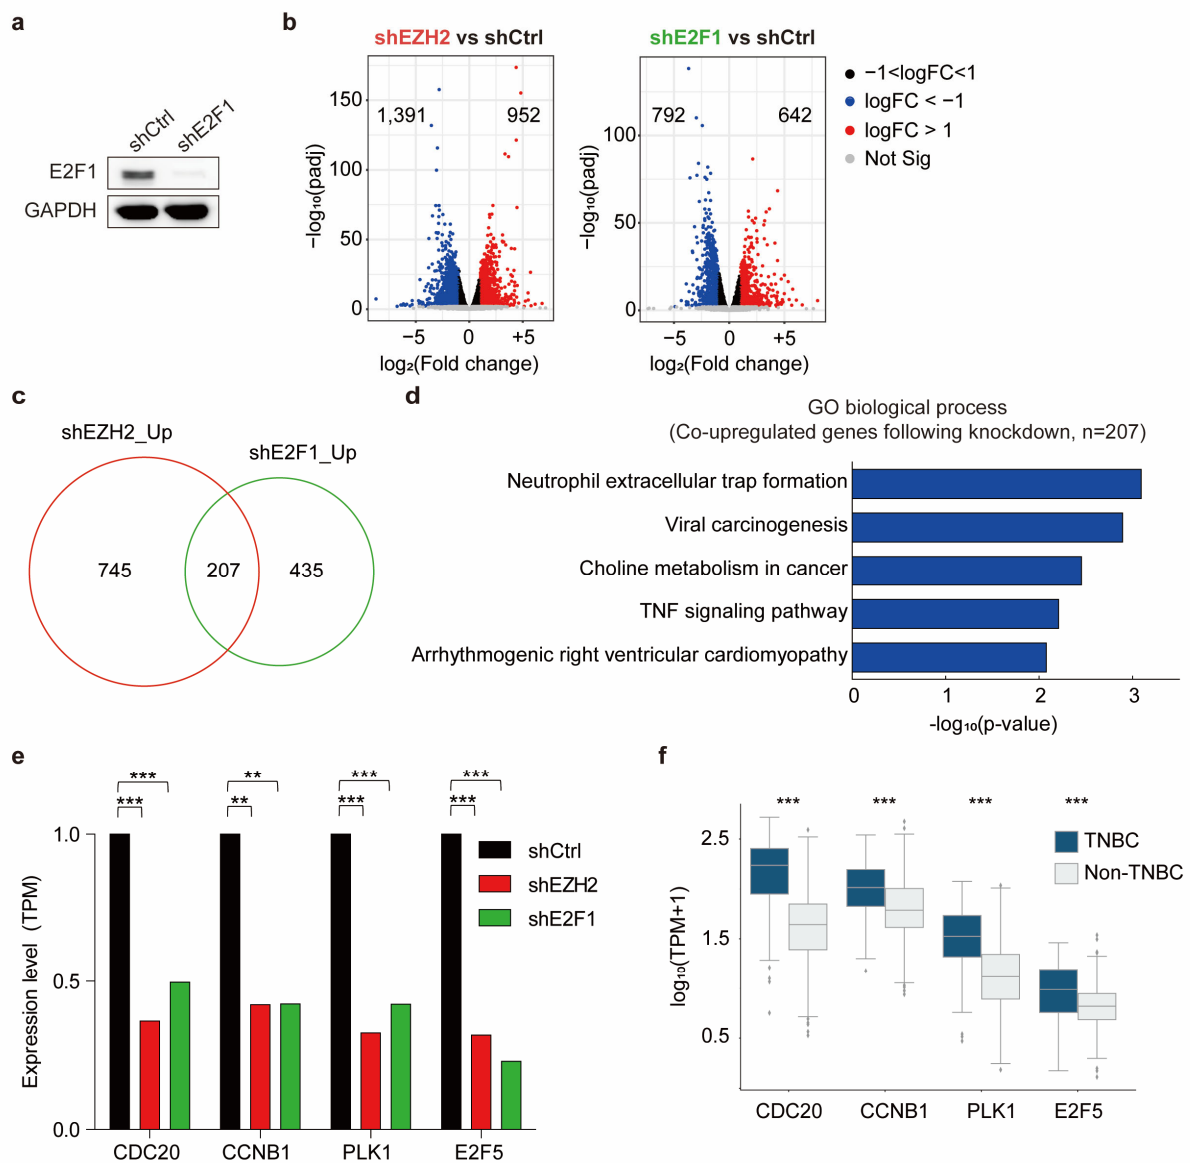

**Supplementary Fig. 3. Biological roles by shEZH2 or shE2F1 were determined by comparative transcriptomic analysis.** **a** The expression levels of E2F1 by shE2F1 treatment. **b** Gene expression changes induced by shEZH2 (left) and shE2F1 (right). The threshold of differentially expressed genes (DEGs) is set as adjusted p-value < 0.01,  $\log_2(\text{Fold change}) > \pm 1$ . **c** Upregulated genes determined by shEZH2 and shE2F1 treatments. **d** GO analysis using the 207 co-upregulated genes. **e** Relative transcription levels of cell cycle-related genes following shEZH2 and shE2F1. **f** Transcription levels of cell cycle-related genes in TNBC groups (n=115) and non-TNBC groups (n=604) from the TCGA BRCA dataset. The y-axis shows  $\log_{10}(\text{TPM}+1)$ . All data represent mean  $\pm$  SEM; \* $P < 0.05$ , \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ , ns, not significant.

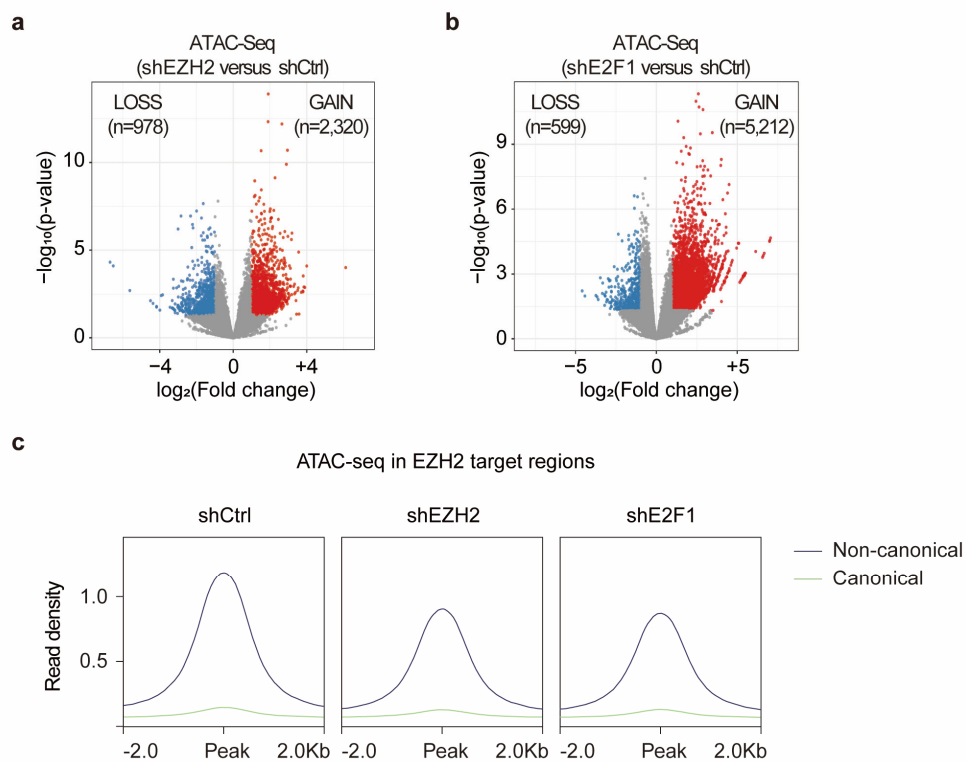

**Supplementary Fig. 4. Chromatin accessibility was altered upon EZH2 and E2F1 depletion. a** Changes in chromatin accessibility by shEZH2. **b** Changes in chromatin accessibility by shE2F1. The threshold of differentially accessible regions (DARs) is set as adjusted p-value < 0.05,  $\log_2$  (Fold change) >  $\pm 1$ . **c** Effect of shEZH2 or shE2F1 on the global levels of chromatin accessibility around canonical and non-canonical EZH2 regions.

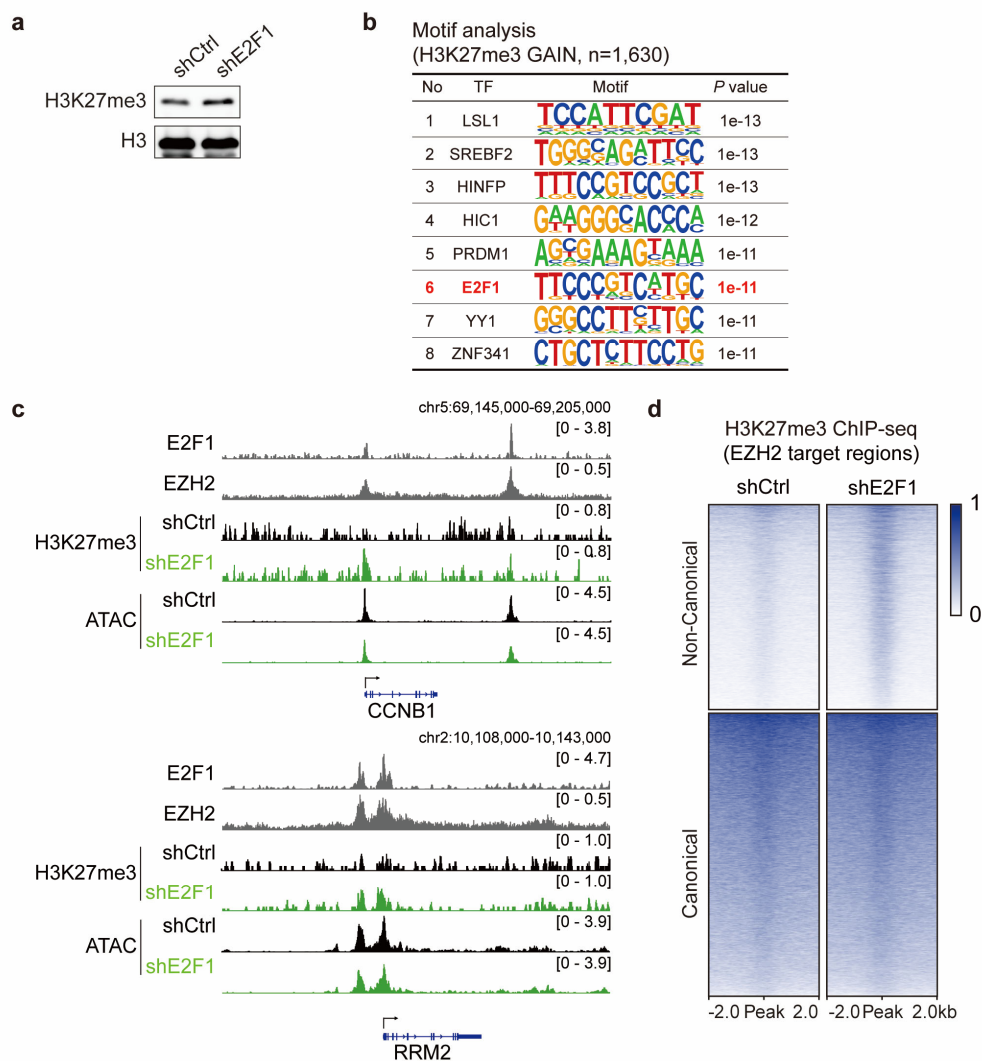

**Supplementary Fig. 5. The altered H3K27me3 levels were examined by E2F1 knockdown. a** The protein level of H3K27me3 upon E2F1 knockdown. **b** The top 8 motifs found at H3K27me3 GAIN regions (n=1,630). **c** Changes of H3K27me3 levels and chromatin accessibility by shE2F1 at *CCNB1* and *RRM2* regions. **d** Distribution of H3K27me3 marks affected by shE2F1 at EZH2+H3K27me3- regions (top, non-canonical regions) and EZH2+H3K27me3+ (bottom, canonical regions)

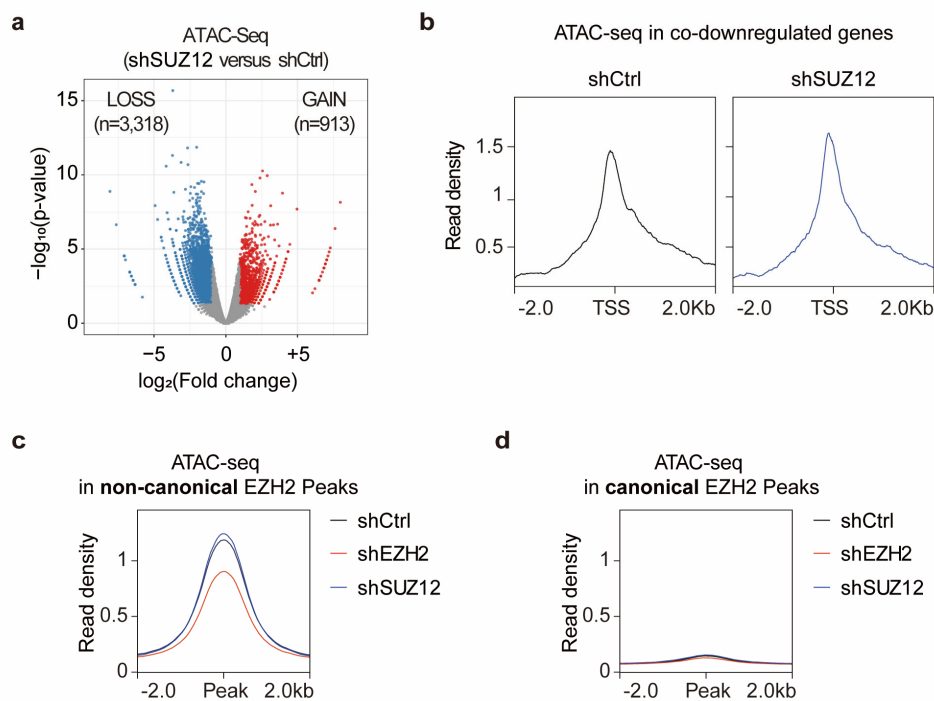

**Supplementary Fig. 6. Chromatin accessibility was slightly changed upon SUZ12 depletion. a** Changes in chromatin accessibility by shSUZ12. The threshold of differentially accessible regions (DARs) is set as  $p\text{-value} < 0.01$ ,  $\log_2(\text{Fold change}) > \pm 1$ . **b** Chromatin accessibility around TSS of the co-downregulated genes. **c** Chromatin accessibility around non-canonical regions. **d** Chromatin accessibility around canonical regions.

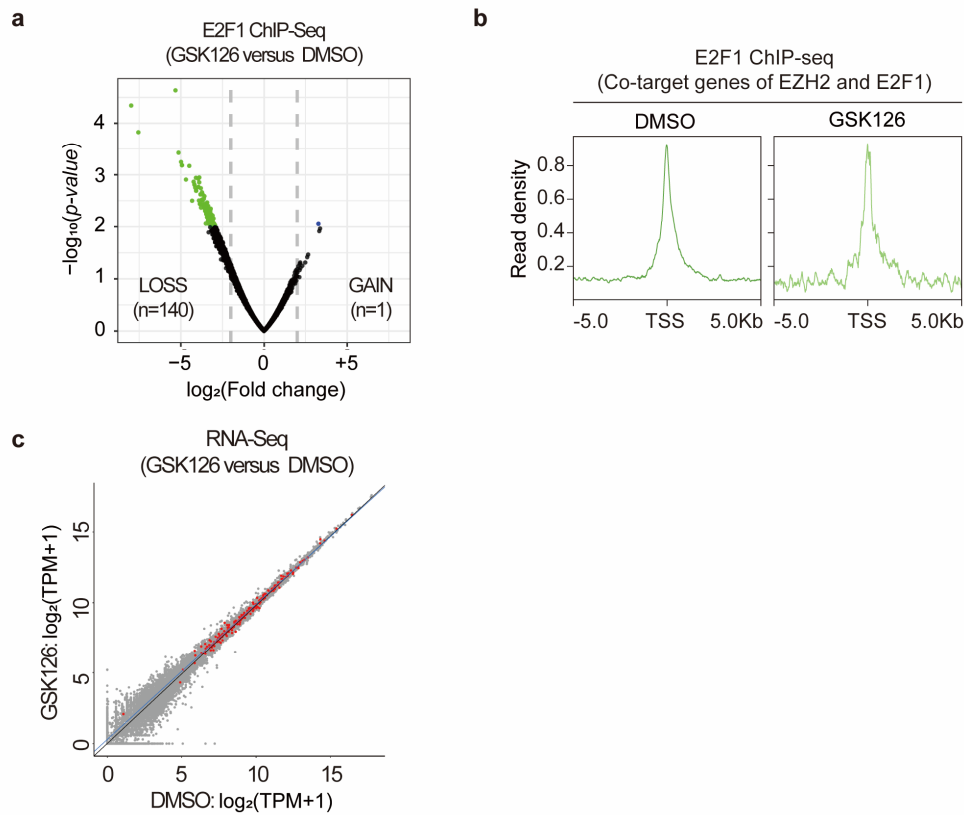

**Supplementary Fig. 7. The non-canonical function of EZH2 was not impaired by the methyltransferase inhibitor.** **a** Changes of E2F1 enrichments upon GSK126 treatment (1  $\mu\text{M}$ ). The threshold of DARs is set as  $p\text{-value} < 0.01$ ,  $\log(\text{Fold change}) > \pm 2$ . **b** Enrichment levels of E2F1 around 306 co-target genes of EZH2 and E2F1 upon GSK126 treatment (1  $\mu\text{M}$ ). **c** RNA-seq analysis for co-downregulated genes by shEZH2 and shE2F1 upon GSK126 treatment (1  $\mu\text{M}$ ).

**Supplementary Table 1. Oligonucleotide sequences of shRNAs.**

| <b>Name</b> | <b>Target Sequence</b> |
|-------------|------------------------|
| shEZH2      | CGGCTCCTCTAACCATGTTTA  |
| shE2F1      | CAGGATGGATATGAGATGGGA  |
| shSUZ12     | GCTGACAATCAAATGAATCAT  |
| shCtrl      | TTCTCCGAACGTGTCACGT    |

**Supplementary Table 2. Top 10% of proteins identified by mass spectrometry (MS) following immunoprecipitation (IP) of EZH2 or E2F1.**

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|--------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| EZH2-associated proteins | LAMB3, RPL10, RUVBL2, SERBP1, P3H1, IGHA1, H2BC12, PKP1, UFD1, PPIB, GFAP, RPL12, RPS9, COL8A1, CRTAP, RPL8, KLC1, RPS20, HNRNPF, KIF5B, HNRNPH1, ARGLU1, PABPC4, CAVIN1, DSC3, LCN1, SPRR1A, RPL23A, LGALS7, H4C1, EED, SERPINB3, RPS15A, SPRR2G, RPS4X, HSP90AA1, PABPC1, PPIA, MYH9, PITRM1, PRDX2, KPLCE, RAB14, PCMT1, ARG1, FABP5, TUBA4B, ENO1, HSPB1, OPHN1, TUBB4A, RPS16, CTSD, RPS8, CAV2, FAF2, RPL10A, AZGP1, IGLC3, MUCL1, HBB, TGM3, IGKV1-17, H2AC11, DDX5, BLMH, IMPDH, ANXA2, TUBB6, HSPA8, ACTBL2, ITCH, SUZ12, TUBA4A, PLEC, SERPINB12, POTEF, FLG, CCN1, ACTB, PRSS3, JUP, PIP, RPL11, CAT, TUBA1C, GAPDH, DSC1, HSPA5, TUBB, TXN, CSTA, IGHG1, IGKC, CALML5, SRSF3, DSP, CASP14, CDSN, ALB, PRDX1, S100A8, EEF1A1, GGCT, SFPQ, S100A9, LYZ, NPLOC4, FLG2, S100A7, DSG1, EEF1A2, CPSF6, GRN, IGKV2D-24, E2F1, HRNR, NUDT21, RPS27A, CAV1, VCP, IGKV2-29, IMPDH1, IGHG3, IMPDH2 |
| E2F1-associated proteins | RB1, DCD, A2M, CRYZL1, TRIM21, MAP4K4, NCL, RPL7, STRN, DDX5, EEF1A1, IGKV2-28, H1-2, IGLV2-33, RPL8, IGKV3-7, DSP, TRAK1, RPS2, NPLOC4, RPS6, RPL23A, RPS4X, RPL7A, PKM, KRT5, KRT10, RPS8, EEF2, KATNAL2, IMPDH2, LYZ, PABPC1, KRT73, RPS3A, TOP1, HSPA8, HSPA5, ACTB, H1-4, HSPA1A, UBB, VCP, GET4, HSPA2, KRT7, KRT19, HSP90AB1, LARP1, HNRNPM, ANXA2, KPRP, ENO1, RPL14, IGKV4-1, KRT18, RPLP0, SLC25A5, IMMT, CPSF6, GAPDH, KRT1, KRT6B, RPL29, LTF, ALB, LMNA, PUF60, KRT6A, KRT14, RPS9, IGHG1, BAG6, IGKV3-20, NONO, PLEC, LDHA, ARGLU1, HSPA9, FLNC, RPL4, KRT2, FUS, MYH10, MYH9, KRT9, FLNB, FAM111B, KIF5B, SF3B2, PABPC4, NUDT21, GRN, IGKV3D-20, OGT, AMOTL2, STRN4, AHNAK, EEF1G, FYCO1, RPL13, DDX3X, RPL18, RHOT1, CEP97, WRNIP1, RPS3, TUBG1, RPL6, SFPQ, PPP1R21, RBM14, STRIP1, SLMAP, HNRNPU, FLNA                                                                            |

**Supplementary Table 3. List of antibodies.**

| <b>Antibodies</b>               | <b>Cat No.</b> | <b>Company</b>            |
|---------------------------------|----------------|---------------------------|
| EZH2                            | 5246S          | Cell Signaling Technology |
| E2F1                            | sc-251         | Santa Cruz                |
| SUZ12                           | 3737S          | Cell Signaling Technology |
| EED                             | ab4469         | Abcam                     |
| H3K27me3                        | 39155          | Active motif              |
| Histone H3                      | ab1791         | Abcam                     |
| GAPDH                           | ab9485         | Abcam                     |
| Flag tag                        | F1804          | Sigma Aldrich             |
| HA tag                          | ab9110         | Abcam                     |
| Goat Anti-Rabbit IgG H&L (HRP)  | ab6721         | Abcam                     |
| Rabbit Anti-Mouse IgG H&L (HRP) | ab6729         | Abcam                     |
| Caspase 3                       | PA5-77887      | Thermo Fisher Scientific  |
| Ki67                            | 14-5698-82     | Thermo Fisher Scientific  |
| Rabbit IgG                      | Sc-2027        | Santa Cruz                |

How the deposited data were processed for this re-analysis (not part of the article)

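Chromatin accessibility was measured by ATAC-seq in 9 libraries of MDA-MB-231 cells: 2 each with shCtrl, shEZH2 and shE2F1, and 1 each with shSUZ12, DMSO and GSK126. Samples were grouped by the deposited labels and the paper. The authors aligned the reads with Bowtie2, shifted them for the Tn5 cutting position and called peaks per library. The paper's ATAC-seq methods do not name the peak caller. The legend of Supplementary Fig. 4 gives thresholds on adjusted p and fold change for differentially accessible regions, and the ATAC-seq methods do not name the tool. The scaled reads behind them are not used here. Each list gives a score, which the authors' caller made as the whole part of 10 times −log10 q for at least 99.9% of the peaks of each list, and a fold enrichment, the ratio of the peak to its local background, by the authors. The lists also hold the −log10 of p and of q, as deposited, and the summit position. The lowest −log10 q in any deposited list was 2.00 and the shortest peak was 200 bp. The coordinates fit within the chromosomes of GRCh38, the build the paper states for its other sequencing data, and the peaks lay on chromosomes 1 to 22, X and Y.

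Depth was recovered from the lists. The fold enrichment and −log10 p of a peak fix a whole number of tags at the summit and a Poisson background mean, and this held for 100% of the peaks of every library, to within 0.00118 in −log10 p. The most frequent background was taken as proportional to depth, and relative to the first shCtrl library it ranged from 0.785 in the second shEZH2 library to 1.22 in the second shE2F1 library. Recovered tags were used to describe depth and to thin lists. A comparison of them between libraries was tried after the data were seen, and no value of it is given.

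Peaks were merged into regions at an overlap of 1 bp, and gained and lost regions were counted by presence of a peak. Counts of reads per region were not used here, so the differential test of the paper was not repeated. Promoters were 1 kb on either side of the TSS of the Ensembl canonical transcript of 20033 protein-coding genes. Shares have 95% Wilson intervals, which cover counting error only. With 2 libraries against 2, results were set beside the other 2 splits of the same libraries. Sharing between the knockdowns was set beside 500 randomisations that kept library and region totals. Motifs (TTTSSCGC for E2F, TGASTCA for AP-1 and CCASYAGRKGGC for CTCF, on either strand) were searched within 100 bp of the summit of the strongest peak of a region and compared by Fisher's exact test across regions, with Benjamini-Hochberg adjustment over 12 tests, and by a Mantel-Haenszel odds ratio within steps of 5 percentage points of GC content. Motifs were also compared between lost and gained regions, which was chosen after the data were seen.

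The genes and regions named were fixed before the data were examined: the promoters of CCNB1, RRM2, CDC20, PLK1 and E2F5 and of the depleted genes, the peaks in the windows of Fig. 4e, and the 3 gained and 3 lost regions with the highest percentiles for each of shEZH2 and shE2F1. So were the alternatives: a −log10 q of at least 5, the same number of peaks per library, a larger overlap, windows of 250 bp on each side of summits, other promoter definitions and ranks, shCtrl in place of DMSO, and leaving out each replicate. Thinning to the same depth, and promoter percentiles within lists of the same length, were added after the data were seen.

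Replicate numbers did not pair the libraries: the difference between replicates 1 and 2 at promoters correlated across promoters, which are not independent replicates, at 0.0520 between shCtrl and shEZH2 and at 0.0576 between shCtrl and shE2F1. On simulated data with 200 planted regions or promoters of each kind, all 200 gained, 200 lost and 200 lower ones were found for both comparisons. Planted regions carried the very pattern that is counted and planted promoters were lowered far beyond the noise. This checks the counting and not the power to find real changes. Over all simulated promoters, 15.8% were lower and 19.1% higher for shEZH2 where chance gives 16.7% each. Both shares were 16.2% when no promoters were planted. Every simulated library ranked the same number of promoters, so these shares do not show what real lists of different length give. A planted odds ratio of 2 was estimated at 1.99 for shEZH2 and 2.10 for shE2F1, and recovered tags were exact for 100% of simulated summits. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The canonical and noncanonical EZH2 regions, the regions that gained H3K27me3 and the lists of co-downregulated and cotarget genes were not used here.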

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

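The alternatives were chosen before the data were examined, apart from thinning and promoter percentiles in lists of the same length, which were chosen after the data were seen. Counts of gained and lost regions stayed within 1.5 times their value when peaks needed a −log10 q of at least 5, when presence alone needed it, with a larger required overlap and after thinning to the same depth (not run for the regions shared by both knockdowns). With windows of 250 bp on each side of summits the only count to leave that range was the number gained in both knockdowns, which rose from 208 to 318.

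With the same number of peaks per library, regions gained with shEZH2 rose from 882 to 2004 and regions lost fell from 7140 to 2900, those gained in both knockdowns rose to 454 and those lost in both fell from 2118 to 912. The other counts stayed within 1.5 times, but for shSUZ12 gained regions then outnumbered lost ones (8271 and 6433). With the shCtrl libraries in place of DMSO, 3579 regions were gained and 8817 lost with GSK126, against 7442 and 14271.

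Leaving out 1 library makes each call easier, so counts rose. Across the fits that each left out one replicate, regions gained with shEZH2 ranged from 1738 to 6806 and lost from 9282 to 17610, regions gained with shE2F1 from 4758 to 13623 and lost from 5561 to 12627, and regions gained with shSUZ12 from 9607 to 11419 and lost from 16918 to 19003. Regions gained in both ranged from 263 to 714 and lost in both from 2419 to 8506. For shEZH2 most regions were gained without its second library, the shallowest (6806), and most were lost without shCtrl replicate 1 (17610).

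The promoter share of regions gained with shEZH2, 2.72%, was 4.34% with the same number of peaks, 16.2% with summit windows, 4.99% with promoters of 2 kb on either side and 1.81% from 1 kb upstream to 100 bp downstream, and from 3.67% to 5.10% with one replicate left out. For shE2F1, 2.38% became 7.48% with summit windows, 4.04% with 2 kb and 1.50% with the narrower promoter, and from 3.07% to 3.66% with one replicate left out. The share of gained regions was below that of lost regions by less with the same number of peaks for shEZH2, where the intervals overlapped (4.34% and 4.86%), and stayed below it for shE2F1 (2.62% and 5.25%). With summit windows the order was reversed for shEZH2 (16.2% gained and 6.18% lost) and the intervals overlapped for shE2F1 (7.48% and 8.23%). Narrow windows cut a broad promoter peak to its summit, so a shifted summit counts as a gained region; whether this accounts for the rise was not tested.

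The share of promoters lower in both shEZH2 libraries, 29.7%, was 42.2% when ranked by −log10 p, 22.6% among promoter peaks alone and 14.4% in lists of the same length, below the share that was higher. For shE2F1, 17.0% became 22.8%, 20.8% and 15.3%, and the direction turned, since under the first and second of these fewer promoters were higher (12.4% and 16.6%) than lower. With 1 library left out chance gives 33.3%, and the share was from 42.0% to 53.8% for shEZH2 and from 27.3% to 44.9% for shE2F1. The lowest shE2F1 share, 27.3%, came without its first library and the highest without its second. More promoters were lower than higher without that second library (44.9% and 31.7%) and also without shCtrl replicate 1 (32.1% and 29.6%). Without shE2F1 replicate 1 or shCtrl replicate 2 more were higher. The direction thus depended on which library was left out. Paired by replicate number (replicate block), where chance gives 25%, 39.9% of promoters were lower for shEZH2 and 25.7% for shE2F1. The numbers do not pair the libraries.

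The odds ratio of the E2F motif in regions lost with shE2F1, 0.632, was no longer past the threshold against a background matched on GC content (0.836) or with the same number of peaks (0.690), and ranged from 0.422 to 0.762 with one replicate left out; it stayed past the threshold with 250 bp on each side. The cause was not tested. Of the differences in percentile at the 8 named promoters for both knockdowns, 8 of 16 moved by more than the replicate SD when ranked by −log10 p, 7 among promoter peaks alone and none with 2 kb promoters.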

Differences from the paper's values

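The paper's counts are of regions whose signal changed, and those here are of regions whose peak appeared or disappeared, so the measures differ. For shEZH2, 882 regions were gained against the paper's 2320, and 7140 were lost against the paper's 978. Of the alternatives set before the data were examined, gained regions came within 1.5 times of the paper's count with the same number of peaks per library (2004), without shCtrl replicate 1 (1738), without shCtrl replicate 2 (2112) and without shEZH2 replicate 1 (2619). None brought the lost regions within 1.5 times of it.

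For shE2F1, 3070 regions were gained against the paper's 5212, and 4088 were lost against the paper's 599. Gained regions came within 1.5 times of the paper's count without shCtrl replicate 1 (4758), without shCtrl replicate 2 (5527) and without shE2F1 replicate 2 (6692), and no alternative did so for the lost regions. For shSUZ12, 6661 regions were gained against the paper's 913, and 8326 were lost against the paper's 3318, and no alternative brought either within 1.5 times.

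The paper has more regions of higher than of lower accessibility with shEZH2 and with shE2F1. By presence of a peak, lost regions outnumbered gained ones in both, also with the same number of peaks per library (2004 gained and 2900 lost with shEZH2, 3050 and 3369 with shE2F1). Without the first shE2F1 library, gained regions outnumbered lost ones (13623 and 5561), as in the paper. For shSUZ12 the paper has more lower than higher regions, as here, except with the same number of peaks per library (8271 gained and 6433 lost).

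The paper describes lower accessibility at the CCNB1 and RRM2 promoters in both knockdowns. Their percentile within the lists was not lower in both libraries of either knockdown than in both shCtrl libraries, with differences in mean percentile of 1.34 and 2.00 for CCNB1 and 1.27 and 5.39 for RRM2. Ranked by −log10 p, an alternative set before the data were examined, 3 of these 4 differences took the direction of the paper. These were RRM2 with shEZH2 (−2.57) and shE2F1 (−0.947) and CCNB1 with shEZH2 (−0.263), but not CCNB1 with shE2F1 (0.795). Each was smaller than the replicate SD of the percentiles of fold enrichment. The SD of ranks by −log10 p is not given, so the spread on that scale is not known here. A percentile is not the signal the paper shows. In a comparison chosen after the values were seen, and whose values are not given because a peak's values are given here within their own list only, the tags recovered at the summits were divided by each library's background. On that scale both promoters were lower in all shEZH2 and shE2F1 libraries than in both shCtrl libraries, as the paper describes, although CCNB1 in the first shEZH2 library was almost equal to shCtrl, so its difference with shEZH2 rests on the second library, the shallowest. Over regions with a peak in all 4 libraries, the direction of the larger changes on that scale turned from lower to higher in each knockdown once each library was also centred on its median. Both scalings shift all regions of a library alike, so this comparison of regions decides nothing about the direction the paper states, and the 2 promoters were not compared after centring.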

Other observations

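The tests of depth and of the number of peaks for the excess of lost regions, that of promoter percentiles in lists of the same length, that of pairs of libraries given the totals, those of the E2F and AP-1 motifs between lost and gained regions, and those of the CTCF motif against GC content, list length and other splits, were chosen only after the result was seen. The other tests were set before their results were seen.

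More regions were lost than gained with shEZH2, at a ratio of 8.10. With the same number of peaks per library the ratio was 1.45, within the 1.58 that another split of the 4 libraries gave, so the shorter shEZH2 lists may account for most of the excess. Thinning every library to the depth of the shallowest left the ratio at 7.37, against 4.41 for another split. Thinning used the tags at called summits and not reads, and peaks were not called again. It left 96282 regions against 99181, so it changed little and cannot decide on depth. The first shEZH2 library had fewer peaks than the first shCtrl library at 1.09 times its depth, as taken from background. For that library this argues against depth as the whole cause. What made the shEZH2 lists shorter stays open, and an effect of EZH2 knockdown remains among the untested explanations.

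More promoters had a lower than a higher percentile with shEZH2, a difference of 19.1 percentage points. In lists of the same length the difference was −9.47. The excess was no longer there, but the difference did not fall within the −5.60 and 9.17 of the other splits, where length as the cause was set to put it; it went past them in the other direction, so list length and a difference between libraries cannot be told apart. Among promoter peaks alone the difference was 6.81 points, against 4.45 for another split. With 3 splits, what is left after ranking promoters among themselves cannot be told apart from a difference between libraries.

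Regions gained in both knockdowns numbered 208 and regions lost in both 2118, above all 500 randomisations that keep the library and region totals. The randomisations remove any likeness between the shCtrl replicates, so they cannot tell whether the shared controls are the source. By raw counts the shCtrl pair ranked 10 of 15 for gained and 3 of 15 for lost regions among pairs of libraries, but these counts follow the lengths of the lists and decide nothing. Divided by the randomised medians, which keep the lengths, the counts were 1.48 and 1.32 for the shCtrl pair, and 0 of the 12 pairs of libraries of different groups had a ratio as high, for gained or for lost regions. The ratios were 1.47 and 2.57 for the shEZH2 pair and 2.36 and 2.59 for the shE2F1 pair, so the replicates of every group stood apart from the other libraries and nothing in this is particular to shCtrl. A joint effect of the 2 knockdowns and a likeness of the 2 shCtrl libraries from how they were made both stay open.

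The 208 regions gained in both knockdowns had a peak in 47.1% (95% Wilson interval 40.4 to 53.9) of cases in the shSUZ12 library, 42.8% (36.3 to 49.6) in DMSO and 40.9% (34.4 to 47.7) in GSK126. The hypothesis that SUZ12 knockdown opens the same regions was not borne out beyond these intervals. With the same number of peaks in the 3 lists the shares were 42.3% for shSUZ12, 40.9% for GSK126 and 33.2% (27.1 to 39.8) for DMSO. All are shares of the same 208 regions, so overlap of their intervals does not test a difference, and no paired test was made. Cells without any knockdown thus had a peak in many regions called gained, and 40.7% of the regions lost in both knockdowns had a peak in DMSO.

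If loss of E2F1 closed its own sites, regions lost with shE2F1 should hold the E2F motif more often. Against regions with a peak in all 4 libraries they did not, at 0.758% of 4088 regions against 1.20%, with an odds ratio within steps of GC content of 0.836, and 0.634 for shEZH2. Peak strength was not matched in this comparison, so it cannot tell. Against gained regions, of which 9 of 3070 held the motif, the lost regions held it more often (31 of 4088), with an odds ratio within steps of GC content of 2.2 (95% interval 1.03 to 4.70, not adjusted over the 4 such tests and barely clear of 1) and of 2.12 (1.01 to 4.44) with lists of the same length. Within the same steps, regions gained with shE2F1 had an odds ratio of 0.488 (0.250 to 0.952) against regions with a peak in all 4 libraries. Strength was not matched there either. The difference thus lay more in few E2F motifs among gained regions than in many among lost ones. Closing of E2F sites with shE2F1 may still be among the causes. The lost against gained odds ratio rests on few regions and was hardly farther from 1 than the 0.466 of another split. For shEZH2 that odds ratio was 1.52 (0.472 to 4.89), which cannot tell.

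The AP-1 motif was expected more often in gained regions. Against regions with a peak in all 4 libraries, unmatched in strength, the odds ratios within steps of GC content were 0.654 for shEZH2 and 0.703 for shE2F1, and without the steps 1.07 and 1.10, so this comparison cannot tell either. Against lost regions the motif was more frequent in those gained with shE2F1 (31.7% and 22.6%), with an odds ratio of 1.36 (1.22 to 1.52) within steps of GC content, but another split of the same libraries gave 0.690, farther from 1. With shEZH2 it was 0.972 (0.832 to 1.14). Whether AP-1 sites gain accessibility stays open.

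The CTCF motif was more frequent in lost than in gained regions in both knockdowns. With shE2F1 it lay in 250 of 4088 lost regions (6.12%) and in 30 of 3070 gained regions (0.977%), an odds ratio of 6.60 (95% interval 4.45 to 9.50). With shEZH2 it lay in 5.17% of lost and 1.81% of gained regions, an odds ratio of 2.95 (1.74 to 4.72). The values argue against GC content, since within its steps the odds ratios were 6.30 and 2.92, and against the number of peaks, since with lists of the same length they were 8.76 and 3.57. The other splits reached at most 1.64 for the shE2F1 libraries and 1.6 for the shEZH2 libraries in the lists as called, and at most 1.95 and 2.06 in lists of the same length, but 3 splits allow no p-value below 0.333, and the 2 knockdowns share their controls. Against regions with a peak in all 4 libraries, which were not matched in peak strength, the odds ratios were 0.234 and 0.443 in gained regions and 1.54 and 1.31 in lost regions for shE2F1 and shEZH2, so the asymmetry lay more in few CTCF sites among gained regions than in many among lost ones. Candidate explanations that stay open are that gained regions are of a kind that seldom lies at CTCF sites, that the libraries differed in how well CTCF sites were recovered, and that accessibility at CTCF sites was lost in both knockdowns. Peak strength was not matched between lost and gained regions either. With regions merged over all shCtrl, shEZH2 and shE2F1 libraries, lost regions had a peak in DMSO more often than gained ones. The shares were 50.9% and 22.6% for shE2F1 and 60.5% and 28.5% for shEZH2. How much of the CTCF asymmetry goes with this difference was not tested. The paper does not report the CTCF asymmetry.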
